# A Cataract-Causing Mutation in the TRPM3 Cation Channel Disrupts Calcium Dynamics in the Lens

**DOI:** 10.3390/cells13030257

**Published:** 2024-01-30

**Authors:** Yuefang Zhou, Thomas M. Bennett, Philip A. Ruzycki, Zhaohua Guo, Yu-Qing Cao, Mohammad Shahidullah, Nicholas A. Delamere, Alan Shiels

**Keywords:** lens, cataract, TRPM3, calcium, gene expression, miR-204/211

## Abstract

TRPM3 belongs to the melastatin sub-family of transient receptor potential (TRPM) cation channels and has been shown to function as a steroid-activated, heat-sensitive calcium ion (Ca^2+^) channel. A missense substitution (p.I65M) in the TRPM3 gene of humans (*TRPM3*) and mice (*Trpm3*) has been shown to underlie an inherited form of early-onset, progressive cataract. Here, we model the pathogenetic effects of this cataract-causing mutation using ‘knock-in’ mutant mice and human cell lines. *Trpm3* and its intron-hosted micro-RNA gene (*Mir204*) were strongly co-expressed in the lens epithelium and other non-pigmented and pigmented ocular epithelia. Homozygous *Trpm3*-mutant lenses displayed elevated cytosolic Ca^2+^ levels and an imbalance of sodium (Na^+^) and potassium (K^+^) ions coupled with increased water content. Homozygous *TRPM3*-mutant human lens epithelial (HLE-B3) cell lines and *Trpm3*-mutant lenses exhibited increased levels of phosphorylated mitogen-activated protein kinase 1/extracellular signal-regulated kinase 2 (MAPK1/ERK2/p42) and MAPK3/ERK1/p44. Mutant TRPM3-M65 channels displayed an increased sensitivity to external Ca^2+^ concentration and an altered dose response to pregnenolone sulfate (PS) activation. *Trpm3*-mutant lenses shared the downregulation of genes involved in insulin/peptide secretion and the upregulation of genes involved in Ca^2+^ dynamics. By contrast, *Trpm3*-deficient lenses did not replicate the pathophysiological changes observed in *Trpm3*-mutant lenses. Collectively, our data suggest that a cataract-causing substitution in the TRPM3 cation channel elicits a deleterious gain-of-function rather than a loss-of-function mechanism in the lens.

## 1. Introduction

First discovered in a spontaneous, light-sensitive, retinal mutant strain of the fruit fly *D. melanogaster*, the transient receptor potential (TRP) superfamily of cation channels serve as polymodal sensors in myriad physiological processes, including the perception of light, temperature, pressure, and pain—rendering TRP channels therapeutic targets of interest for human disease [1,2,3,4,5]. Of the 28 mammalian (27 human) TRP channels, which are divided into six sequence-related sub-families, eight belong to the melastatin sub-family (TRPM1-8) that share homology with the charter member TRPM1 (melastatin-1) [6]. In addition to serving as a diagnostic and prognostic marker for primary cutaneous metastatic melanoma [7], mutations in the TRPM1 gene underlie several inherited eye disorders in humans, including night-blindness (nyctalopia), high myopia, and involuntary eye movements (strabismus, nystagmus), along with nyctalopia and leopard complex coat-spotting in Appaloosa horses [8,9,10,11]. TRPM3 (melastatin-2), which shares most homology with TRPM1 (~57% amino acid Identity), has been shown to function as a calcium ion (Ca^2+^) channel with permeability to other cations influenced by extensive alternative splicing and/or activation of non-canonical channel activity [12,13,14,15,16,17]. Like other TRP-channels and voltage-gated ion channels, TRPM3 channels share a multi-pass (type-2) transmembrane topology, typically assembled from tetramers of identical (homomeric) or similar (heteromeric) subunits around a central pore [18,19,20]. Each TRPM3 subunit possesses a cytoplasmic amino (N) terminus with four characteristic melastatin homology regions (MHR1-4) and several calmodulin binding sites, a transmembrane domain comprising six α-helical segments (S1-6) with the central cation pore lined by α-helices S5 and S6 connected by the hydrophobic pore-forming (P) loop, and a large cytoplasmic carboxy (C) terminal domain with a conserved TRP motif and a coiled-coil region [18,19,21,22]. Functional expression studies have shown that TRPM3 channels can be activated by several physico-chemical stimuli, including hypotonic extracellular challenge, the neuro-steroid pregnenolone sulfate (PS), a potent synthetic agonist (CIM0216), noxious heat, cell membrane phosphoinositol phosphates, and sex hormone steroids [15,23,24,25,26,27,28,29]. PS activation of TRPM3 channels elicits a strong increase in intracellular Ca^2+^ that activates a downstream signaling cascade involving mitogen-activated protein kinases (MAPKs), calmodulin, several nuclear phosphatases, the stimulus-response transcription factors (e.g., AP1), and epigenetic factors to regulate gene transcription [30,31,32,33,34,35]. Conversely, TRPM3 channels can be inhibited by several clinically approved drugs (e.g., non-steroidal anti-inflammatory drugs), antibiotics (e.g., voriconazole), volatile anesthetics (e.g., isoflurane), plant-derived secondary metabolites (e.g., citrus flavanones), and G-protein-coupled receptor βγ subunits [22,36,37,38,39,40,41]. TRPM3 channels are widely expressed in neurons and other cell types and have been implicated in a variety of cellular processes, including insulin/peptide secretion, vascular constriction and dilation, noxious heat sensing, inflammatory and spontaneous pain sensitivity, and tumorigenesis [24,25,28,42,43,44].

Genetic variations in the human TRPM3 gene (*TRPM3*) have been associated with a broad spectrum of inherited “channelopathies” and acquired diseases or conditions. Non-coding single-nucleotide variants (SNVs) in *TRPM3* have been associated with longevity, elevated low-density lipoproteins and triglycerides, systemic sclerosis, and thyroid nodules in humans [4,5] along with racing speed in dogs [45]. Rare deletions involving coding exons in *TRPM3* have been reported in Kabuki syndrome and autism [46,47], and a *TRPM3* variant has been implicated in an autosomal dominant form of centrofacial pruritis [48]. Recently, de novo missense mutations in *TRPM3* have been found to underlie a spectrum of neurological disorders, referred to as *TRPM3*-related neurodevelopmental disorder (*TRPM3*-NDD), that includes congenital hypotonia, developmental delay, intellectual disability, seizures, musculoskeletal, and ophthalmological findings [49,50,51]. Like *TRPM1*, *TRPM3* has also been associated with human eye diseases. A missense mutation near the 5′-end of *TRPM3* has been linked with autosomal dominant forms of cataract with or without glaucoma and anterior eye defects (e.g., persistent pupillary membrane) [52,53,54], and SNVs in *TRPM3* have been associated with age-related nuclear cataract, incipient senile cataract, age-related macular degeneration (AMD), and glaucoma [55,56,57,58]. Notably, the ophthalmological findings reported in *TRPM3*-NDD include strabismus, nystagmus, and refractive errors but not cataracts, AMD, or glaucoma [50]. Finally, mutation of the gene for micro-RNA 204 (*MIR204*), which is embedded within an intron of *TRPM3*, underlies autosomal dominant retinal dystrophy and iris coloboma with or without congenital cataract (RDICC) [59].

The vertebrate lens is a highly transparent cellular structure that plays a central role in eye development and—along with the cornea—serves to focus light onto the photosensitive retina [60,61]. Surrounded by a basement membrane or capsule, the ellipsoidal lens is composed of an anterior monolayer of lens epithelial cells that terminally differentiate into elongated lens fiber cells arranged in tightly packed, concentric growth shells to generate the refractive mass of the lens [62,63]. *Trpm3* has been identified as one of 65 “signature” genes for mouse lens epithelial cells [64] and, along with *Mir204,* is co-regulated by the paired-box transcription factor, PAX6, during eye development [65]. Mice lacking *Trpm3* have been found to display an attenuated pupillary response to dim light, whereas mice lacking *Mir204* acquire an AMD-like phenotype associated with pathogenic accumulation of rhodopsin and altered barrier function in the retinal pigment epithelium [66,67]. Previously, we have shown that *Trpm3*-null mice fail to develop early-onset cataract, whereas knock-in of a human cataract-associated mutation in *Trpm3* (p.I65M) elicits early-onset, progressive cataract with lens calcification and pro-fibrotic immune responses [68]. Here, we determine the ocular co-expression profile of *Trpm3* and *Mir204* and model the pathogenetic effects of the TRPM3 p.I65M substitution expressed in the mouse lens and human cell lines.

## 2. Materials and Methods

### 2.1. Mice and Lenses

C57BL6/J mice (B6J, strain #000664), B6(Cg)-*Tyr^c^*^−*2J*^/J mice (B6 albino, strain #000058), and B6J.Cg-Gt(ROSA)26Sor*^tm96^*^(*CAG-GCaMP6s*)*Hze*^/MwarJ mice (Ai96(RCL-GCaMP6s) or Ai96, strain #028866) [69] were obtained from The Jackson Laboratory (Bar Harbor, ME, USA). *Trpm3*-mutant mice were generated by CRISPR/Cas-9 gene editing as described by [68]. *Trpm3*-knockout (KO) mice were generated by homologous recombination as described by [70] and re-derived from frozen embryos obtained from the European Mutant Mouse Archive (EMMA) using standard techniques [68]. Transgenic *Cre*-recombinase (MLR10) mice were generously provided by Dr. M.L. Robinson (Ohio State University) [71]. *Mir204*-KO and *Mir204_Mir211* double KO (dKO) mice were generously provided by Dr. C. Zhang (National Eye Institute, National Institutes of Health, Bethesda, MD, USA) [67]. All experimental mouse strains were maintained on the B6J genetic background to avoid a deletion mutation in *Bfsp1* carried by certain inbred strains [72] and genotyped using the polymerase chain reaction (PCR) and gene-specific primers (Table S1) and as described by [68]. Mice were sacrificed in accordance with the American Veterinary Medical Association (AVMA) guidelines. Intact eyes or dissected lenses immersed in phosphate-buffered saline (PBS, #P4417-100TAB, MilliporeSigma, Burlington, MA, USA) were imaged with a digital camera (Spot Insight, Sterling Heights, MI, USA) fitted to a dissecting microscope (Stemi 2000, Zeiss, Thornwood, NY, USA). All mouse studies were approved by the Institutional Animal Care and Use Committee (IACUC) at Washington University School of Medicine (Protocol No. 22-0114).

### 2.2. Mutant Cell Lines

Human lens epithelial B3 (HLE-B3) cells (CRL-11421) were obtained from the American Type Culture Collection (ATCC, Manassas, VA, USA) and cultured in Eagle’s minimum essential medium (EMEM) supplemented with 20% fetal bovine serum (FBS, Gibco, Thermo Fisher Scientific, Waltham, MA, USA) under standard conditions (5% CO_2_, 37 °C). Mutant cell lines were produced using CRISPR/Cas9 (Clustered Regularly Interspersed Short Palindromic Repeats and CRISPR-associated protein 9) gene editing in our Genome Engineering and Stem Cell Center (geneediting.wustl.edu). Briefly, guide ribonucleic acids (gRNAs) and a single-stranded donor oligonucleotide (ssODN) were designed in silico, synthesized in vitro, and validated by sequencing to introduce a missense transition (c.195A > G) into exon-4 of *TRPM3* with ~30% non-homologous end joining (NHEJ) frequency. Sequences of the gRNA and ssODN were as follows: hTRPM3.sp13: 5′-ataaaatgctctttctatccngg-3′ and hTRPM3.ssODN: 5′-tacctatgggggtctttg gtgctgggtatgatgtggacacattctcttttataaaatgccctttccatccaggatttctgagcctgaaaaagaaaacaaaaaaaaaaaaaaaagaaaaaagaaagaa-3′. Of the five resulting cell lines, one was homozygous mutant, one was heterozygous mutant, and three were hemizygous mutants.

### 2.3. In Situ Hybridization

Lens RNA transcripts were localized in situ using custom-synthesized oligonucleotide probes to *Trpm3* (NM_001362504.1, target region 2400–3563 bp, Mm *Trpm3*-O5-C1, Cat. No. 1114341-C1) and the RNAscope 2.5 HD Detection Reagent—RED (Cat. No. 322360, Advanced Cell Diagnostics, ACD, Inc, Hayward, CA, USA) and to *Mir204* (NR_029591, SR-mmu-miR-204-5p-S1, Cat. no. 885551-S1) and the miRNAscope HD Detection Reagent—RED (Cat. No. 324510, ACD) according to the manufacturer’s instructions and as described by [73].

### 2.4. Immunofluorescence Confocal Microscopy

Whole eyes were processed using standard cryo-section techniques, and immunofluorescence microscopy was performed as described by [68,73,74,75,76,77]. Briefly, whole eyes were fixed in 4% paraformaldehyde and cryo-protected by serial incubation in 15% and 30% sucrose/PBS, then embedded in Tissue-Tek OCT compound (EMS, 62550-01) and saggital sections cut using a cryostat (Cryotome E, Thermo Fisher Scientific). Serial cryo-sections of eyes from at least three animals (*n* ≥ 6) were used to obtain reproducible images. TRPM3 was labeled with a polyclonal primary antibody (bs-9046R, Bioss Antibodies, Woburn, MA, USA) followed by Alexa-fluor conjugated secondary antibody (Thermo Fisher Scientific), and the actin cytoskeleton was labeled with phalloidin (ActinGreen 488, Cat no. R37110, Invitrogen, Thermo Fisher Scientific). Cell nuclei were counterstained with 4′,6-diaminido-2-phenylindole (DAPI, Millipore Sigma, Burlington, MA, USA) and sections imaged using a confocal microscope (FV1000, Olympus, Center Valley, PA, USA; Zeiss LSM800 with Airyscan, Carl Zeiss, White Plains, NY, USA).

### 2.5. Cation and Water Content

Lens cation content was measured using atomic absorption spectrometry (AAS) as described by [78]. Briefly, freshly dissected lenses were blotted dry and weighed, then lyophilized for 16 h (Freeze Dry System 7754000, LabConco Corporation, Kansas City, MO, USA) and re-weighed to determine the water content. Dried lenses were digested with 30% nitric acid (16 h, 20 °C), and dilutions of digest in ultra-pure water (>18.18 MΩ·cm) were quantified for Na^+^, K^+^, and Ca^2+^ using an atomic absorption spectrometer (Analyst 100, Perkin-Elmer, Norwalk, CT, USA) at wavelengths of 589.0 nm, 766.5 nm, or 422.7 nm, respectively. Data were presented as ion concentrations with units of millimoles per Kg of lens water and were not corrected for extracellular space since the lens extracellular space accounts for less than 2% of its volume [79].

### 2.6. Immunoblot Analysis

Immunoblot analysis of MAP kinase activation was performed with a polyclonal antibody to a synthetic peptide derived from the C-terminus of p44/42 MAPK (Erk1/2) (#9102, CST), Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (E10) Mouse mAb (#9106, CST), and IRdye-labelled secondary antibody and size-markers using the Odyssey Infrared (IR) imaging System (Li-Cor, Lincoln, NE, USA) according to the manufacturer’s protocol and as described by [68,76].

### 2.7. Expression Constructs

Wild-type (I65) and mutant (M65) open reading frames for human TRPM3 transcript variant-9 (NM_001007471.2) (Figure S1) were custom synthesized using de novo gene synthesis chemistry and ligated into the pReceiver-M61 (CMV-IRES-eGFP) mammalian expression vector (GeneCopia, Rockville, MD, USA).

### 2.8. Cell Culture and Transfection

Human embryonic kidney 293T (HEK293T) cells (CRL-1573, ATCC), maintained in 6-well tissue culture dishes in Dulbecco’s modified Eagle’s media (DMEM) supplemented with 10% FBS (Gibco, Thermo Fisher Scientific), were transfected with TRPM3-IRES-eGFP constructs using Lipofectamine 2000 (Invitrogen, Thermo Fisher Scientific) according to the manufacturer’s instructions. One day post-transfection, HEK-293 cells were seeded on Matrigel-coated coverslips (BD Biosciences, Bedford, MA, USA), and transfected cells were identified by membrane-targeted eGFP fluorescence prior to Ca^2+^ imaging analysis 24–48 h later.

### 2.9. Cytoplasmic Ca^2+^ Imaging

Fluorescent calcium measurement was performed using the Fura-2 ratiometric assay, as described in detail in [80]. Briefly, coverslips were loaded (45 min, 37 °C) with Fura-2 AM (2.5 µM) and 10% Pluronic F-68 (Molecular Probes, Eugene, OR, USA) in HBSS/HEPES buffer then washed in the same buffer and de-esterified in the dark (15 min, 37 °C) and used for Ca^2+^ imaging within 1 hr of loading. Fura-2-loaded cells were perfused in Tyrode’s solution (containing in mM: 130 NaCl, 2 KCl, 2 CaCl_2_, 2 MgCl_2_, 25 Hepes, 30 glucose, pH 7.3 to 7.4 with NaOH, and 310 mosmol/kgH_2_O) and alternately excited by 340 nm and 380 nm light with emission detected at 510 nm and the fluorescence ratio (R_340/380_) determined in >150 cells. After first establishing a baseline fluorescence ratio, the cells were exposed to (1 min) pregnenolone sulfate (PS, 10–50 µM, Sigma-Aldrich, St. Louis, MO, USA) or high (10 mM) external Ca^2+^ concentration. Cells were washed with Tyrode’s solution for 2–3 min between stimuli.

### 2.10. Mouse RNA-Sequencing Analysis

Mouse lens RNA samples (4 male and 4 female lenses per sample) were prepared in triplicate, and cDNA libraries were synthesized, indexed, pooled, and then sequenced using an Illumina NovaSeq 6000 in our Genome Technology Access Center (GTAC) according to the manufacturer’s protocols (Illumina, San Diego, CA, USA) and as described by [76]. Illumina’s bcl2fastq2 software version 2.20 was used to perform basecalls and demultiplexing. An Illumina DRAGEN Bio-IT on-premise server running version 3.9.3-8 software was used to align and quantify RNA-seq reads to the Ensembl release 101 primary assembly. All gene counts were then imported into the R/Bioconductor package EdgeR [81] for read depth normalization and pairwise comparison of each line to the appropriate control group. Only genes with counts-per-million (CPM) ≥ 5 within at least 3 samples were included in the analysis. Samples were validated for consistency across biological replicates by plotMDS function of the R package Limma [82]. To analyze for differences between conditions, we performed differential expression analysis, and the results were filtered for only those genes with Benjamini–Hochberg false-discovery rate-adjusted *p*-values less than or equal to (≤) 0.05 and with fold-change greater than or equal to (≥) 2. Normalized gene counts were then clustered using the R ComplexHeatmap package [83] before genes with similar differential expression patterns were analyzed for functional classification with the Gene Ontology knowledgebase [84,85].

### 2.11. Statistical Analysis

One-way analysis of variance (ANOVA) was used to determine statistical significance (*p*) ± standard error (SE) or standard deviation (SD).

## 3. Results

### 3.1. Ocular Expression Profiles of Trpm3 and Mir204

In order to determine the distribution of transcripts for *Trpm3* in the wild-type mouse eye, we performed in situ hybridization (ISH) with an RNAscope probe that spanned the coding region for the transmembrane channel domain of TRPM3. ISH revealed that *Trpm3* transcripts were strongly localized to the postnatal day 5 (P5) lens epithelium and nascent lens fiber cells (Figure 1). *Trpm3* transcripts were also localized to other ocular tissues at P5, including the non-pigmented and pigmented iris and ciliary epithelia, the corneal epithelium, the retinal pigmented epithelium, the inner neuro-retina, and the optic nerve (Figure S2). We note that *Trpm3* transcripts were also localized to the mature (P21) *Trpm3*-KO lens epithelium (Figure S3), suggesting that the ISH probe cross-hybridizes with *Trpm3* transcripts interrupted by the IRES-*LacZ-neo* cassette (Figure S1), which enables expression of the β-galactosidase reporter gene [68]. Since *Trpm3*-cassette “fusion” transcripts were present in *Trpm3*-KO lenses, we sought to compare the localization of TRPM3 channels in wild-type versus *Trpm3*-KO lenses using a polyclonal antibody that recognizes a peptide derived from the C-terminal region of human TRPM3. Immunofluorescence confocal microscopy confirmed strong localization of TRPM3 to the wild-type lens epithelium that was absent from the *Trpm3*-KO lens epithelium (Figure 2). 

To compare the ocular distribution of *Trpm3* with that of its intron-hosted micro-RNA gene, *Mir204* (on mouse chromosome 19), we performed ISH with an RNAscope probe spanning the 5p arm of *Mir204*. Since *Mir204* shares strong homology with *Mir211*, which is hosted in an intron of *Trpm1* (on mouse chromosome 7), the ISH probe may not discriminate between these miRNAs. Like *Trpm3* transcripts, *Mir204/211* transcripts were strongly localized to the neonatal (P5) lens epithelium, non-pigmented and pigmented epithelia of the iris and ciliary body, and the retinal pigmented epithelium (Figures S4 and S5). Overall, our data suggest that co-incident expression of *Trpm3* and *Mir204/211* in the eye was strongest in epithelia from the lens, iris, ciliary body, and retina.

### 3.2. Lens Phenotype of Mir204- and Mir211-Deficient Mice

Since *Mir204* is hosted within an intron of *Trpm3* and a mutation in *MIR204* has been associated with RDICC in humans [59], we next sought to determine the lens phenotype of *Mir204*-KO mice. At 4–6 months of age, *Mir204*-KO mice displayed a grossly normal eye phenotype with clear lenses similar to wild-type mice (data not shown). Thus, *Mir204*-KO mice—like *Trpm3*-KO mice—maintained clear lenses well beyond early-onset cataract in *Trpm3*-mutant (I/M and M/M) mice [68]. Since *Mir204* shares homology with *Mir211*, we sought to address the possibility of functional redundancy between the two micro-RNAs by examining the lens phenotype of *Mir204*; *Mir211*-dKO mice (*Mir204*^−/−^; *Mir211*^−/−^). Littermates hemizygous for *Mir204* and either hemizygous or null for *Mir211* (*Mir204*^+/−^; *Mir211*^+/−^ or *Mir204*^+/−^; *Mir211*^−/−^) developed a grossly normal eye phenotype with clear lenses at 4 months of age (Figure 3A–D). Similarly, *Mir204*; *Mir211*-dKO and *Mir204*^−/−^; *Mir211*^+/−^ littermates displayed a grossly normal eye phenotype with clear lenses at 4 months of age (Figure 3E–H). However, *Mir204*; *Mir211*-dKO and *Mir204*^−/−^; *Mir211*^+/−^ lenses were smaller than those from *Mir204*^+/−^; *Mir211*^+/−^ and *Mir204*^+/−^; *Mir211*^−/−^ littermates (Figure 3I). Thus, the loss of both *Mir204* copies and at least one *Mir211* copy resulted in a lens growth deficit in the absence of early-onset cataract. We note that hyper-mature cataracts have been reported in *Mir204*; *Mir211*-dKO mice at 10–15 months of age [86]. Regardless, such a late onset contrasts with the early cataract development in *Trpm3*-mutant (I/M, M/M) mice. Overall, our data suggest that, like loss of *Trpm3*, loss of *Mir204* and/or *Mir211* did not cause early-onset cataract similar to that found in *Trpm3*-mutant mice [68].

### 3.3. Cation and Water Content of Trpm3-Mutant Lenses

Previously, we provided histochemical evidence for Ca^2+^ accumulation in *Trpm3*-mutant lenses [68]. In order to further quantify the cation content of *Trpm3*-mutant and *Trpm3*-KO lenses, we undertook atomic absorption spectrometry (AAS). AAS revealed that *Trpm3*-KO, hemizygous *Trpm3*-mutant (M/−), and heterozygous *Trpm3*-mutant (I/M) lenses had intracellular cation (Ca^2+^, Na^+^, K^+^) levels and water content similar to those of wild-type lenses (Figure 4). By contrast, homozygous *Trpm3*-mutant (M/M) lenses had dramatically elevated intracellular Ca^2+^ concentrations ([Ca^2+^]_i_) coupled with increased ([Na^+^]_i_), reduced ([K^+^]_i_), and an increased water content (85–90%) compared to wild-type lenses (66–70%) (Figure 4)—consistent with a failure of *Trpm3*-M/M lenses to osmoregulate. To further visualize Ca^2+^ levels in intact *Trpm3*-mutant lenses ex vivo, we crossed *Trpm3*-mutant mice with mice transgenic for the genetically encoded, *Cre*-dependent fluorescent Ca^2+^ indicator variant (GCaMP6s) that is characterized by high sensitivity with slow decay and response kinetics [87]. Subsequent breeding of GCaMP6s;*Trpm3*-mutant mice with lens-specific *Cre* mice [71] enabled deletion of a floxed-STOP cassette preventing GCaMP6s expression and resulted in excitation of enhanced green fluorescent protein (EGFP) proportional to the binding of cytosolic Ca^2+^ to the calmodulin and calmodulin-interacting M13 peptide (CaMP) complex. Figure 5 revealed mildly increased fluorescence in *Trpm3*-I/M lenses and intense fluorescence in the *Trpm3*-M/M lens compared to the wild-type lens—supporting Ca^2+^ influx. Overall, these cation data were consistent with Ca^2+^ accumulation and failed osmoregulation, contributing to cataract development in *Trpm3*-mutant lenses.

### 3.4. Functional Expression of Mutant TRPM3 Channels

TRPM3 was originally shown to function as a spontaneous Ca^2+^ channel that can be activated by PS in vitro [23,24,88]. In order to determine the pathogenic effects of the cataract-causing p.I65M substitution on TRPM3 channel properties, we undertook transient (over-)expression of wild-type (I65) and mutant (M65) channels in HEK-293T cells followed by fluorescent Ca^2+^ imaging with Fura-2. According to the current human reference sequence (GRCh39p.14), *TRPM3* comprises 30 exons that generate at least 23 transcript variants (1–23) and channel isoforms (a–w) via alternative exon splicing [54] (https://www.ncbi.nlm.nih.gov/gene/80036; accessed on 5 December 2023). Of the 23 predicted channel isoforms (a–w), 19 are full-length with a transmembrane channel pore domain (a, b, d–g, i–k, m–t, v, w), and 4 are truncated lacking a channel pore (h, c, l, u). Since most of the full-length channel isoforms start translation in exon-2, skip exon-3 (non-coding), and include exon-4 containing the p.I65M substitution (codons 60–86), we selected variant-9 (NM_001007471) for custom synthesis of wild-type and mutant expression plasmids (Figure S1). Variant-9 is expressed in the human lens [52] and encodes channel isoform-k (NP_001007472), comprising 1707 amino acid residues. Following transient expression of wild-type (k-I65) and mutant (k-M65) channels, the Fura-2 ratio-metric assay revealed robust and long-lasting Ca^2+^ influx in response to 50 µM PS activation (Figure 6A,B). However, compared to wild-type k-I65 channels, the mutant k-M65 channels exhibited a higher ratio of peak Ca^2+^ influx in response to 50 μM PS versus 10 µM PS, suggesting a steeper dose–response relationship at this concentration range (Figure 6A,C). In addition, the mutant k-M65 channels elicited an increased Ca^2+^ influx response to elevated extracellular Ca^2+^ (from 2 mM to 10 mM) compared to wild-type k-I65 channels (Figure 6B,D). Overall, while the significance of the altered sensitivity of mutant k-M65 channels to PS activation in the lens is unclear, the increased sensitivity of the mutant k-M65 channels to extracellular Ca^2+^ concentration may contribute to cataract formation.

### 3.5. MAP Kinase Activation in TRPM3-Mutant Cell Lines and Lenses

Since TRPM3-facilitated Ca^2+^ influx has been associated with the activation of mitogen-activated protein kinase-1 MAPK1/ERK2/p42 and MAPK3/ERK1/p44 in vitro [32,33], we performed immunoblot analysis to compare MAP kinase status in knock-in *TRPM3*-mutant HLE-B3 cell lines and *Trpm3*-mutant lenses versus wild-type lenses. Immunoblot analysis revealed that constitutive MAPK1 levels were significantly greater than MAPK3 levels in wild-type and heterozygous *TRPM3*-mutant (I/M) HLE-B3 cells, whereas constitutive MAPK3 levels were significantly elevated and similar to MAPK1 levels in homozygous *TRPM3*-mutant (M/M) HLE-B3 cells (Figure 7A,B). Moreover, phospho-activation of MAPK1 was significantly greater in *TRPM3*-M/M HLE-B3 cells compared to wild-type cells (Figure 7A,C). By contrast, constitutive MAPK3 levels were greater than MAPK1 levels in wild-type, *Trpm3*-I/M, and *Trpm3*-M/M lenses (Figure 7D,E), and phosphorylated MAPK1 and MAPK3 levels were both significantly elevated in *Trpm3*-M/M lenses compared to wild-type lenses (Figure 6D,F). Overall, while the relative basal levels of MAPK1 and MAPK3 differed between HLE-B3 cells and mouse lenses, phospho-activation of MAPK3 and/or MAPK1 was increased in the presence of mutant TRPM3 channels.

### 3.6. Gene Expression Profiles of Trpm3-Mutant and Trpm3-KO Lenses

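Lens RNA was profiled at P7 (an age of 7 days) in 12 libraries, 3 from each of 4 genotypes. The paper's methods give each library as a pool of 4 male and 4 female lenses. For *Trpm3*-I/M replicate 3, the counts of *Xist* and of the Y-linked genes leave this in doubt. *Trpm3*-I/M and *Trpm3*-M/M lenses came from mice heterozygous and homozygous for the p.I65M substitution, and *Trpm3*-KO lenses came from mice whose *Trpm3* gene was targeted by homologous recombination. The authors aligned and counted the reads with the DRAGEN software against the Ensembl release 101 mouse assembly. They deposited an estimated count for each gene in each library, without normalization, and 88.4% of these counts were whole numbers. The total counted on genes ranged from 56162169 to 57480971 in wild-type libraries (median 56195242) and from 56945022 to 60992835 in *Trpm3*-KO libraries (median 60739302). It ranged from 68589045 to 82090198 in *Trpm3*-I/M libraries (median 73461125) and from 65454127 to 73875040 in *Trpm3*-M/M libraries (median 69526540). The estimated counts were rounded to whole numbers, and 8984 genes with CPM (a gene's count scaled to the library's total) of at least 5 in at least 3 of the 12 libraries were tested, which is the filter named in the paper's methods. Libraries were scaled with edgeR's TMM (trimmed mean of M-values) factors, which place the bulk of the genes at a ratio of 1 between libraries. All 12 libraries entered one fit, each genotype was compared with wild-type by edgeR's quasi-likelihood test, and p-values were adjusted by the Benjamini–Hochberg method. A gene was called changed at the paper's thresholds of FC ≥ 2 and FDR ≤ 0.05. The paper's methods name edgeR with read depth normalization, and its text does not name the scaling factors or the test within edgeR. No spike-in RNA was used here, so each fold change is relative to the bulk of the genes in the same library.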

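The targeted gene, *Trpm3* (ENSMUSG00000052387), lies on chromosome 19 of GRCm38 from 22139046 to 22995410 on the forward strand. It reached 268.5 ± 17.3 CPM (SD, n = 3) in wild-type libraries and 95.3 ± 5.02 CPM (SD, n = 3) in *Trpm3*-KO libraries. Every *Trpm3*-KO library lay below every wild-type library. The log2 fold change was −1.49 (standard error 0.06, adjusted p = 3.36e-09 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). These counts were summed over the whole gene, so the fusion transcripts that the paper describes for the targeted allele were not told apart from other *Trpm3* transcripts.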

To determine the effects of the *Trpm3* mutation versus *Trpm3* deficiency on lens gene expression, we performed RNA-seq analysis to compare global transcriptional changes in *Trpm3*-mutant (I/M, M/M) lenses during early cataract development versus non-cataractous *Trpm3*-KO and wild-type lenses at P7. We selected lenses at P7 since resorption of the embryonic tunica vasculosa lentis (TVL) was largely complete, and at ages beyond P7, *Trpm3*-M/M lenses became severely opacified, fragile, and prone to rupture since they could not be cleanly dissected away from adherent contamination of other ocular tissues including the iris anteriorly and the retina posteriorly. During the dissection of P7 eyes at room temperature (20–22 °C), we observed so-called “cold cataract” formation in the core regions of wild-type, *Trpm3*-KO, and *Trpm3*-mutant lenses (Figure 8A–D). A cold cataract is a natural phenomenon of neonatal rodent lenses believed to result from changes in the supramolecular organization of specific lens proteins, including the beaded filament-specific proteins BFSP1 and BFSP2 [89], which can be effectively reversed by warming to 37 °C (Figure 8E–H). Despite the role of TRPM3 in heat detection by sensory neurons [28,70], neither *Trpm3* deficiency nor *Trpm3* mutation appeared to impact the reversal of cold cataracts in the lens.

Triplicate lens RNA samples were sequenced to a depth of >60 M reads and aligned to the mouse mm10 genome build with a >98% alignment rate. 

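The totals used here are reads counted on genes, not reads sequenced. The genotypes differed in how many reads a few genes took. The 19 crystallin genes, which encode the main structural proteins of the lens, took 62.1% ± 1.56 (SD, n = 3) of the counted reads in wild-type libraries and 60.9% ± 1.17 (SD, n = 3) in *Trpm3*-KO libraries. Their share was 57.6% ± 0.557 (SD, n = 3) in *Trpm3*-I/M libraries and 50.5% ± 1.01 (SD, n = 3) in *Trpm3*-M/M libraries. Relative to wild-type, the share fell by 11.6 percentage points in *Trpm3*-M/M and fell by 4.59 points in *Trpm3*-I/M, each with no overlap between libraries (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In *Trpm3*-KO it fell by 1.29 points, with overlapping libraries (same exact test, p = 0.4). The 10 most abundant genes took 53.9% ± 1.22 of the reads in wild-type, 52.2% ± 1.21 in *Trpm3*-KO, 49.6% ± 0.48 in *Trpm3*-I/M and 44.1% ± 0.778 in *Trpm3*-M/M libraries (SD, n = 3 each). The factors that scale for such differences ranged from 0.828 to 0.905 in wild-type, 0.881 to 0.935 in *Trpm3*-KO, 1.00 to 1.01 in *Trpm3*-I/M and 1.22 to 1.27 in *Trpm3*-M/M libraries. With library size only, the median log2 fold change of all tested genes moved to 0.50 in *Trpm3*-M/M, 0.20 in *Trpm3*-I/M and 0.049 in *Trpm3*-KO lenses, so fold changes are given relative to that median throughout.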

Multi-dimensional scaling (MDS) analysis of RNA-seq data showed high consistency between biological triplicates at P7, with data from each genotype clustering independent from other samples (Figure S6A). 

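Distances between libraries were computed here from the 500 genes that differed most between each pair of libraries, on the log2 CPM scale with TMM factors. All 12 libraries had a library of the same genotype as nearest neighbor. The largest distance within a genotype was 0.959, and the smallest distance between genotypes was 1.277. The mean distance from wild-type was 1.365 for *Trpm3*-KO, 1.965 for *Trpm3*-I/M and 3.416 for *Trpm3*-M/M, against a mean of 0.909 between the wild-type libraries themselves. *Trpm3*-I/M and *Trpm3*-M/M libraries were 2.176 apart. The leading dimension accounted for 77.3% of the variation and the next for 10.3%. With all tested genes in place of the top 500, all 12 libraries still had a nearest neighbor of their own genotype, with 0.265 as the largest distance within a genotype and 0.33 as the smallest between genotypes. Replicates correlated across genes at r = 0.98979 to 0.99594 on the log2 CPM scale, where genes are not independent replicates. The chi-square statistic per gene between replicates ranged from 8.757 to 57.4, so every pair of replicates differed by more than sampling noise, and all were kept as separate samples.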

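At FC ≥ 2 and FDR ≤ 0.05, 804 genes differed between *Trpm3*-M/M and wild-type lenses, 299 between *Trpm3*-I/M and wild-type, and 51 between *Trpm3*-KO and wild-type (edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). Together these were 866 different genes. Among the called genes, the libraries did not overlap for 803 of 804 in *Trpm3*-M/M, 298 of 299 in *Trpm3*-I/M and 50 of 51 in *Trpm3*-KO. These genes were selected on the same libraries, which makes this nearly certain, so it is no separate test. Among all tested genes the share without overlap was 65.2% for *Trpm3*-M/M, 44.6% for *Trpm3*-I/M and 23.2% for *Trpm3*-KO. For a single gene, chance gives 10% for 3 libraries against 3. The fold change threshold moved these counts most. Without it, 6150 genes were changed in at least one genotype, of which 5637 in *Trpm3*-M/M, 2929 in *Trpm3*-I/M and 392 in *Trpm3*-KO.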

Pairwise differential expression analysis comparing each *Trpm3* genotype to wild-type identified 1249 genes with significant expression changes (fold-change, FC ≥ 2, false discovery rate, FDR ≤ 0.05). Across *Trpm3* genotypes, 1131 genes were upregulated, with the majority identified in *Trpm3*-M/M versus wild-type comparison, while the comparison of *Trpm3*-I/M and *Trpm3*-KO to wild type identified few uniquely affected genes (Figure S6B). 

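Across genotypes, 603 genes were higher than in wild-type lenses. In *Trpm3*-M/M lenses 577 genes were higher and 227 lower, so 71.8% of its changed genes were higher. Without the fold change threshold the numbers were nearly equal, at 2820 higher and 2817 lower. With library size only, 94.3% of the genes changed in *Trpm3*-M/M were higher (1277 higher and 77 lower), and 654 of the 804 genes called with TMM factors were called again. *Trpm3*-I/M had 232 higher genes, of which 10 were not higher in *Trpm3*-M/M. *Trpm3*-KO had 21 higher genes, of which 16 were higher in no other genotype, and 352 genes were higher only in *Trpm3*-M/M. Leaving out 1 *Trpm3*-M/M library lowers the number of genes that reach the CPM filter in 3 libraries, and the higher genes in *Trpm3*-M/M then numbered 354, 326 or 346 without replicate 1, 2 or 3. The number higher in *Trpm3*-I/M was then 135 in each case, and the number higher in any genotype fell to as low as 351 without *Trpm3*-M/M replicate 2. The 5 largest rises in *Trpm3*-M/M were those of *Bpifb6*, *Tnc*, *Slc14a1*, *Spp1* and *Meox2*. *Tnc* rose from 0.0746 ± 0.0331 to 103.5 ± 23.5 CPM (SD, n = 3), a log2 fold change of 10.42 (standard error 0.47, adjusted p = 6.55e-10 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). The wild-type libraries held no more than 3 counts of the others, which gives lower bounds: *Slc14a1* was at least 529-fold higher, *Spp1* at least 366-fold, *Bpifb6* at least 285-fold and *Meox2* at least 122-fold.

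**Figure D1:**
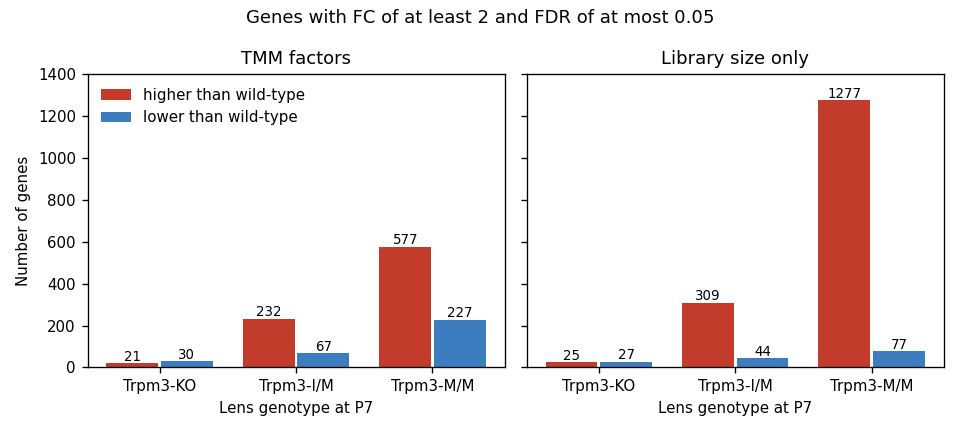
Number of genes called higher or lower than in wild-type lenses (vertical axis, from 0) in each *Trpm3* genotype, with TMM factors and with library size only; bars are single counts without error. In *Trpm3*-M/M lenses the bars stand at 577 higher and 227 lower with TMM factors and at 1277 higher and 77 lower with library size only.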

The 129 downregulated genes were less consistent between genotypes (Figure S6C). 

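Lower expression than in wild-type was called for 276 genes across genotypes. Of these, 180 were lower only in *Trpm3*-M/M lenses, 21 only in *Trpm3*-I/M and 28 only in *Trpm3*-KO, whereas 46 were lower in both *Trpm3*-M/M and *Trpm3*-I/M. *Trpm3*-I/M had 67 lower genes and *Trpm3*-KO had 30. The 5 largest falls in *Trpm3*-M/M lenses were those of *Abca13*, *Gm43718*, *Rsad2*, *Slc6a15* and *Gstm2*. *Abca13* went from 17.5 ± 5.6 CPM (SD, n = 3) in wild-type to 0.0378 ± 0.038 CPM (SD, n = 3), a log2 fold change of −8.76 (standard error 0.46, adjusted p = 2.5e-09 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). The log2 fold changes of the other 4 genes were −5.19 for *Gm43718*, −4.28 for *Rsad2*, −4.06 for *Slc6a15* and −3.74 for *Gstm2*, with adjusted p of at most 6.48e-11 from the same test.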

To better understand the relative effects of these gene sets in the three mouse models compared to the wild type, we clustered the 1249 mis-expressed genes by their relative expression across all samples (Figure 9A). Generally, the data supported the intermediate phenotype of *Trpm3*-I/M lenses compared to *Trpm3*-M/M lenses, as well as the lack of a significant transcriptional phenotype in *Trpm3*-KO lenses. 

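Of the genes changed in *Trpm3*-M/M lenses, 93.5% moved in the same direction in *Trpm3*-I/M, and 96.4% had a smaller fold change there. Over these genes the median ratio of the *Trpm3*-I/M to the *Trpm3*-M/M log2 fold change was 0.43. In a direct comparison, 330 genes were higher and 92 lower in *Trpm3*-M/M than in *Trpm3*-I/M lenses at the same thresholds. Without *Trpm3*-M/M replicate 1, 2 or 3, the genes higher in *Trpm3*-M/M than in *Trpm3*-I/M numbered 131, 106 or 119. Changes in the same direction in both mutants were called for 268 genes (222 higher, 46 lower), and for as few as 168 without *Trpm3*-M/M replicate 1. Another 3 genes were called in opposite directions. Of the 299 genes changed in *Trpm3*-I/M, 239 had a larger fold change in the same direction in *Trpm3*-M/M, and 144 differed between the mutants in the direct comparison. Since both comparisons use the same wild-type libraries, 20 simulations of unchanged genotypes were run against shared controls. Fold changes of the mutants correlated at r = 0.83 across genes, against a mean of 0.55 and a highest value of 0.66 in the simulations, in which no gene was called in both comparisons (0 genes). The share of genes with the same sign was 75.6%, against 67.4% simulated. Between *Trpm3*-M/M and *Trpm3*-KO, r was 0.00 with 52.9% of genes of the same sign, and between *Trpm3*-I/M and *Trpm3*-KO r was 0.02 with 57.5%. These pairs share the wild-type libraries as well, and their values lie below the simulated means of 0.55 and 67.4% for unchanged genotypes. The simulated means therefore do not give the part of r = 0.83 that comes from shared controls. With no library in common, fold changes of *Trpm3*-M/M against wild-type and *Trpm3*-I/M against *Trpm3*-KO correlated at r = 0.69. Those of *Trpm3*-M/M against *Trpm3*-KO and *Trpm3*-I/M against wild-type correlated at r = 0.77. The 5 largest rises in *Trpm3*-I/M lenses were those of *Masp1*, *Vwc2*, *Capn6*, *Lama4* and *Thbd*. *Masp1* rose to 13.6 ± 1.05 CPM in *Trpm3*-I/M and 17.3 ± 0.268 CPM in *Trpm3*-M/M from 0.0404 ± 0.0397 CPM in wild-type (SD, n = 3 each). Its log2 fold change in *Trpm3*-I/M was 8.34 (standard error 0.22, adjusted p = 3.16e-11 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). That of *Capn6* was 7.14, of *Lama4* 6.16 and of *Thbd* 5.88, and *Vwc2* was at least 106-fold higher, its wild-type libraries holding no more than 3 counts.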

Hierarchical clustering identified three primary gene sets (Figure 9A). The largest, Cluster 1, comprised 951 genes that were mostly upregulated in *Trpm3*-M/M lenses, with only moderate effects noted in *Trpm3*-I/M (Table S2). 

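The 866 changed genes were clustered on z-scores of log2 CPM across the 12 libraries, with Euclidean distance and complete linkage, and the tree was divided into 3 groups. The group that was highest in *Trpm3*-M/M held 546 genes (63% of those clustered). Its mean z-score was −0.77 in wild-type, −0.73 in *Trpm3*-KO, 0.07 in *Trpm3*-I/M and 1.43 in *Trpm3*-M/M libraries. The median log2 fold change of its genes was 1.79 in *Trpm3*-M/M, 0.71 in *Trpm3*-I/M and 0.02 in *Trpm3*-KO, and 536 of them were called in *Trpm3*-M/M against 190 in *Trpm3*-I/M. The size of this group moved most without a fold change threshold, which placed 2988 genes in it. With k-means clustering of the same genes it held 342, and without *Trpm3*-M/M replicate 1 it held 327.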

Clusters 2 (191 genes) and 3 (107 genes) were significantly smaller and comprised up- and downregulated gene sets, respectively, where *Trpm3*-I/M and *Trpm3*-M/M lenses were more similar to each other than to WT and *Trpm3*-KO lenses (Table S2). 

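In the same tree, a second group, higher in both mutants on average, held 69 genes (7.97%), and the group of lower genes held 251 (29%). The former had a mean z-score of −0.52 in wild-type, −1.04 in *Trpm3*-KO, 0.95 in *Trpm3*-I/M and 0.61 in *Trpm3*-M/M libraries, and its median log2 fold change was 1.15 in *Trpm3*-M/M, 1.5 in *Trpm3*-I/M and −0.16 in *Trpm3*-KO. It was mixed: 42 of its genes were called in *Trpm3*-M/M, 50 in *Trpm3*-I/M and 19 in *Trpm3*-KO, and 14 had a log2 fold change below 0 in *Trpm3*-M/M. The group of lower genes had a mean z-score of 0.74 in wild-type, 0.80 in *Trpm3*-KO, −0.23 in *Trpm3*-I/M and −1.32 in *Trpm3*-M/M, with a median log2 fold change of −1.27 in *Trpm3*-M/M and −0.58 in *Trpm3*-I/M. The scaling, the clustering method and single libraries each moved the division of the higher genes. With TMM factors computed without crystallin genes the 2 groups of higher genes held 316 and 299, and with k-means 342 and 271. The second group of higher genes held 30 genes without *Trpm3*-I/M replicate 1 and 249 without wild-type replicate 3. Without *Trpm3*-I/M replicate 2 there was 1 group of higher genes (606) and 2 groups of lower genes (227 and 34). With correlation distance and average linkage there was also 1 group of higher genes (611) and 2 of lower genes (251 and 4).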

To identify genes that could be mediating the more severe phenotype in *Trpm3*-M/M versus *Trpm3*-I/M lenses, we first focused on the genes within Cluster 1. 

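Membership of the Gene Ontology categories was not used here, and calcium-related genes were taken instead from a list of 186 genes chosen by gene family: calcium ATPases and exchangers, release channels, calcium, TRP and other entry channels, calmodulin and its kinases, calcium-binding proteins, S100 proteins and annexins. Of these, 71 passed the expression filter. In *Trpm3*-M/M lenses their median log2 fold change was 0.25, with 51 of 71 above 0. The list ranked higher than the other genes (camera with a preset inter-gene correlation of 0.01, adjusted p = 0.00402 over 9 tests of 3 lists in 3 genotypes). In *Trpm3*-I/M lenses the median was 0.09, with 44 of 71 above 0 (camera, adjusted p = 0.00597), and in *Trpm3*-KO lenses it was 0.01 (camera, adjusted p = 0.457). With library size only, the median in *Trpm3*-M/M was 0.76, while all tested genes moved by the shift that this scaling gives. Over its alternatives the adjusted p ranged from 0.00012 to 0.0875 in *Trpm3*-M/M and from 0.0037 to 0.112 in *Trpm3*-I/M. Of the 9 tests, 4 were past an adjusted p of 0.05, all 4 of which held under fry, a rotation test that passed 6 of the 9, and 2 of which held with the correlation estimated from the data. The 2 calcium tests were the ones lost, at 0.0875 and 0.112. The share of genes called higher in *Trpm3*-M/M was 16.9% within the list and 6.34% among the other tested genes (two-sided Fisher's exact test, p = 0.00171, unadjusted). That test treats genes measured in the same libraries as independent, so its p-value can be too small.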

Gene ontogeny (GO) analysis of genes in Cluster 1 indicated enrichment of at least 16 GO categories comprising 680 genes related to Ca^2+^ homeostasis and transport (Table S3). To better comprehend the calcium-related transcriptional response in *Trpm3*-mutant lenses, we identified all genes significantly affected in our dataset that are within those 16 Ca^2+^-associated GO categories. 

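In the calcium list, 12 genes were called higher and 2 lower in *Trpm3*-M/M lenses, 7 higher and 1 lower in *Trpm3*-I/M, and 0 higher and 2 lower in *Trpm3*-KO, where 5 of the 71 tested were higher and 8 lower at an unadjusted edgeR p under 0.05. Adjusted over the list alone, these counts were the same. The 2 called lower in *Trpm3*-KO were *Anxa5*, named after its values were seen, and *Trpm3*, the targeted gene itself. Across genotypes 17 genes of the list were called. Of these, 14 fell in Cluster 1, *Anxa5* and *Trpm3* among them, 1 in Cluster 2 and 2 in Cluster 3. All 12 genes called higher in *Trpm3*-M/M had a larger fold change there than in *Trpm3*-I/M, and 5 of the 12 differed between the mutants by edgeR's quasi-likelihood test at FC ≥ 2 and FDR ≤ 0.05. The 3 genes of the list with the largest rise in *Trpm3*-M/M were *Trpc4*, *Atp2b4* and *Cabp5*. *Trpc4* reached 7.35 ± 0.632 CPM (SD, n = 3) and was at least 121-fold higher than in wild-type libraries, which held no more than 3 counts of it.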

Of the 80 genes identified, the majority lie within Cluster 1 and show a more severe upregulation in *Trpm3*-M/M than in *Trpm3*-I/M lenses (Figure 9, Table S4). 

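The plasma-membrane Ca2+ ATPase genes *Atp2b1* (ENSMUSG00000019943, chromosome 10 of GRCm38 from 98914406 to 99026143) and *Atp2b4* (ENSMUSG00000026463, chromosome 1 from 133699457 to 133801041) were both higher in *Trpm3*-M/M than in wild-type lenses. *Atp2b1* rose from 4.38 ± 0.274 to 18.2 ± 0.186 CPM (SD, n = 3), a log2 fold change of 2.05 or 4.14-fold (standard error 0.07, adjusted p = 6.63e-11 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). *Atp2b4* rose from 0.609 ± 0.0748 to 26.3 ± 1.87 CPM (SD, n = 3), a log2 fold change of 5.42 or 42.9-fold (standard error 0.13, adjusted p = 4.99e-12 from the same edgeR test). The Na+/K+ ATPase subunit gene *Atp1b1* (ENSMUSG00000026576, chromosome 1 from 164437109 to 164458355) rose from 12.2 ± 1.09 to 87.2 ± 8.51 CPM (SD, n = 3), a log2 fold change of 2.83 or 7.13-fold (standard error 0.10, adjusted p = 9.34e-11 from the same edgeR test). *Cabp5* (ENSMUSG00000005649, chromosome 7 from 13398132 to 13408887), which encodes a calcium-binding protein, rose from 5.59 ± 1.35 to 50.4 ± 8.39 CPM (SD, n = 3), a log2 fold change of 3.17 or 8.98-fold (standard error 0.19, adjusted p = 1.06e-08 from the same edgeR test). Every *Trpm3*-M/M library lay above every wild-type library for all 4 genes. In *Trpm3*-KO lenses the log2 fold change was −0.10 for *Atp2b1*, −0.32 for *Atp2b4*, 0.08 for *Atp1b1* and 0.45 for *Cabp5*, with adjusted p of 0.278 or more from the same edgeR test. For *Cabp5* every *Trpm3*-KO library lay above every wild-type library, its adjusted p was 3.13e-06 from the same edgeR test with no filter on low counts, and the authors' deposited table gives it an edgeR adjusted p of 0.000352 (log2 fold change 0.49). With no filter, *Xist* in *Trpm3*-M/M also had a low adjusted p (0.000127 from the same edgeR test). Its values there lay within the wild-type range, so p-values of that setting can be too small. Vessel and pericyte marker genes also rose in these *Trpm3*-M/M libraries.

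**Figure D2:**
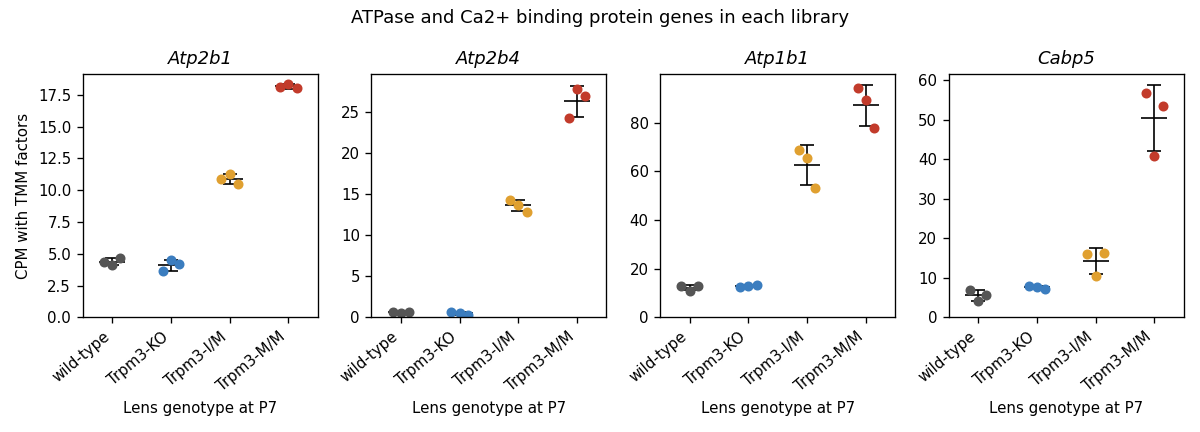
CPM with TMM factors of *Atp2b1*, *Atp2b4*, *Atp1b1* and *Cabp5* (vertical axes, linear from 0) in each library of the 4 genotypes. Points are libraries and bars are the mean ± SD of 3. The *Trpm3*-M/M means stand at 18.2, 26.3, 87.2 and 50.4 CPM, above every wild-type library.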

Four of the most upregulated genes (>5-fold) in *Trpm3*-M/M lenses included those coding for the plasma-membrane Ca^2+^ transporting ATPases *Atp2b1* and *Atp2b4*, the Na^+^/K^+^ transporting ATPase beta-1 subunit, *Atp1b1*, and the Ca^2+^ binding protein, *Cabp5*. In addition, the genes for two other TRP channels, *Trpv4* and *Trpm1*, were upregulated (~ 2.4-fold) in *Trpm3*-M/M lenses but not in *Trpm3*-KO lenses, suggesting these channels do not compensate for the loss of *Trpm3* function in the lens (Table S4). 

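*Trpv4* (ENSMUSG00000014158) lies on chromosome 5 of GRCm38 from 114622152 to 114658421. It rose from 3.04 ± 0.37 CPM in wild-type to 5.09 ± 0.218 CPM in *Trpm3*-M/M lenses (SD, n = 3 each), a 1.67-fold change (log2 fold change 0.74, standard error 0.12, adjusted p = 0.000157 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). In *Trpm3*-KO lenses it was at 3.04 ± 0.348 CPM (SD, n = 3), a log2 fold change of 0.00 (adjusted p = 0.999 from the same edgeR test). *Trpm1* (ENSMUSG00000030523) lies on chromosome 7 from 64153835 to 64269775. It rose from 7.42 ± 0.841 to 12.5 ± 1.2 CPM (SD, n = 3 each) in *Trpm3*-M/M lenses, a 1.68-fold change (log2 fold change 0.75, standard error 0.09, adjusted p = 6.26e-06 from the same edgeR test), and was at 7.81 ± 0.104 CPM (SD, n = 3) in *Trpm3*-KO lenses, a log2 fold change of 0.07 (adjusted p = 0.742 from the same edgeR test). Neither gene reached FC ≥ 2 in *Trpm3*-M/M with TMM factors. Both did with library size only, at log2 fold changes of 1.25 for *Trpv4* and 1.26 for *Trpm1*. In *Trpm3*-I/M lenses *Trpv4* reached 7.12 ± 0.948 CPM (SD, n = 3), a log2 fold change of 1.23, whereas *Trpm1* stood at 6.29 ± 0.368 CPM (SD, n = 3), a log2 fold change of −0.24 (adjusted p = 0.0629 from the same edgeR test).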

Further, since the relative expression level of *Trpm3* in mutant lenses is over 25-fold greater than those of *Trpm1* and *Trpv4* (Figure S7), it is unlikely that mild upregulation of the latter channels contributes greatly to the lens phenotype of *Trpm3*-mutant mice.

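*Trpm3* itself rose to 386.6 ± 23.4 CPM in *Trpm3*-I/M and 475.2 ± 8.02 CPM in *Trpm3*-M/M lenses (SD, n = 3 each). Its log2 fold change over wild-type was 0.53 in *Trpm3*-I/M (standard error 0.06, adjusted p = 1.62e-05 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment) and 0.82 in *Trpm3*-M/M (standard error 0.06, adjusted p = 5.84e-08 from the same edgeR test), under FC ≥ 2 in both. Scaling by library size alone gave a log2 fold change in *Trpm3*-M/M of 1.33, past that threshold. The ratio of *Trpm3* to *Trpm1* counts was 36.5 ± 4.95 in wild-type, 61.6 ± 4.28 in *Trpm3*-I/M, 38.4 ± 3.9 in *Trpm3*-M/M and 12.2 ± 0.567 in *Trpm3*-KO libraries (SD, n = 3 each). The ratio of *Trpm3* to *Trpv4* was 89.7 ± 17 in wild-type, 54.8 ± 6.52 in *Trpm3*-I/M, 93.5 ± 3.05 in *Trpm3*-M/M and 31.7 ± 5.29 in *Trpm3*-KO libraries (SD, n = 3 each). These are ratios of reads within a library, which the scaling between libraries does not change and in which longer transcripts yield more reads.

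**Figure D3:**
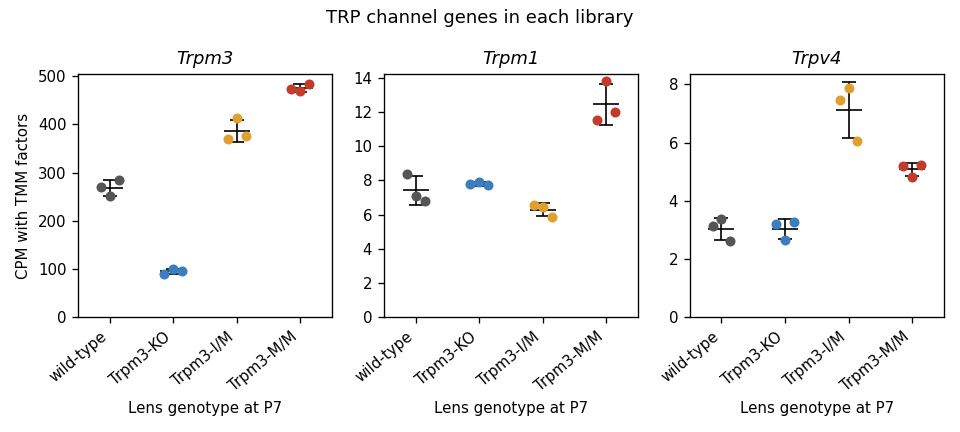
CPM with TMM factors of *Trpm3*, *Trpm1* and *Trpv4* (vertical axes, linear from 0, on different scales) in each library of the 4 genotypes. Points are libraries and bars are the mean ± SD of 3. *Trpm3* stands at 475.2 CPM in *Trpm3*-M/M libraries, against 12.5 CPM for *Trpm1* and 5.09 CPM for *Trpv4*.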

GO analysis of genes within Cluster 2 suggested that genes related to membrane potential and development are upregulated in both *Trpm3*-I/M and *Trpm3*-M/M lenses at P7 (Table S3). 

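Genes that set the membrane potential were listed by family (potassium, sodium, chloride and calcium channels, ligand-gated channels, Na+/K+ ATPase subunits), giving 202 genes of which 38 passed the filter. Of these, 13 were called higher and 1 lower in *Trpm3*-M/M lenses, 9 higher and 2 lower in *Trpm3*-I/M, and 0 higher and 1 lower in *Trpm3*-KO, where 7 of the 38 were higher and 4 lower at an unadjusted edgeR p under 0.05. Adjusted over the list alone, these counts did not change. The share called higher in *Trpm3*-M/M was 34.2%, against 6.3% of the other tested genes (two-sided Fisher's exact test, p = 3.37e-07, unadjusted). Fisher's test treats genes measured in the same libraries as independent, so this p-value can be too small. The median log2 fold change of the list was 0.10 in *Trpm3*-M/M, with 22 of 38 genes above 0, and 0.00 in *Trpm3*-I/M, with 19 of 38 above 0, and the list ranked higher than the other genes in both (camera, adjusted p = 0.00597 for each, 0.0354 with the estimated correlation). Without *Trpm3*-M/M replicate 1, 32 of the genes passed the filter and the median in *Trpm3*-M/M was −0.05 (camera, adjusted p = 0.0883), and without replicate 2 it was 0.029 (camera, adjusted p = 0.0717). With no filter on low counts the list fell short in both mutants (camera, adjusted p = 0.0992 in *Trpm3*-M/M and 0.714 in *Trpm3*-I/M). Camera's adjusted p ranged over the alternatives from 0.00155 to 0.229 in *Trpm3*-M/M and from 0.00155 to 0.714 in *Trpm3*-I/M. In *Trpm3*-KO lenses the median was 0.02 (camera, adjusted p = 0.959). Of the 15 genes of the list called in any genotype, 10 fell in Cluster 1, 4 in Cluster 2 and 1 in Cluster 3. The list and the calcium list shared 3 tested genes.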

GO analysis of the downregulated genes in Cluster 3 showed enrichment for genes involved in the regulation of insulin and peptide secretion (Table S3)—a known function of TRPM3 [24,25,44]. 

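A list of 95 genes with a role in insulin or peptide hormone secretion was written from general knowledge, and 31 of them passed the filter. Across genotypes 7 of the 31 were called, 5 of which fell in the cluster of lower genes and 2 in Cluster 1. In *Trpm3*-M/M lenses 2 genes of the list were called higher and 4 lower, in *Trpm3*-I/M 0 higher and 2 lower, and in *Trpm3*-KO 0 genes were called. Of the 31 genes, 9 had an unadjusted edgeR p under 0.05 in *Trpm3*-KO (4 higher, 5 lower), and 7 higher and 11 lower had one in *Trpm3*-I/M. Adjusted over the list alone, the counts stayed as given. The median log2 fold change was −0.09 in *Trpm3*-M/M (camera, adjusted p = 0.253), −0.03 in *Trpm3*-I/M (camera, adjusted p = 0.184) and −0.02 in *Trpm3*-KO (camera, adjusted p = 0.941). Under fry the list passed as lower in *Trpm3*-M/M (limma, adjusted p = 0.000245) and in *Trpm3*-I/M (limma, adjusted p = 0.00215). Over the alternatives tried, the adjusted p in *Trpm3*-M/M ranged from 0.0272, with library size only on the authors' genes, a setting chosen after seeing the data, to 0.714. With no filter on low counts, the list's direction in *Trpm3*-M/M turned, with a median of 0.152.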

Overall, the relative upregulation of gene expression in *Trpm3*-mutant lenses revealed a progressive transcriptional phenotype in which *Trpm3*-I/M lenses were moderately affected and *Trpm3*-M/M lenses were severely affected with significant activation of genes underlying Ca^2+^ homeostasis/dynamics (Figure 9B). 

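Of the 12 listed calcium genes called higher in *Trpm3*-M/M lenses, 6 were also called higher in *Trpm3*-I/M. From the relative upregulation of gene expression in the mutant lenses, the paper concludes that the mutant lenses have a progressive transcriptional phenotype with activation of genes for Ca2+ homeostasis.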

## 4. Discussion

*Trpm3* has been identified as a signature gene for the lens epithelium and, along with its intron-hosted miRNA gene, *Mir204*, has been implicated in eye development and disease [52,53,54,55,56,57,58,59,64,65,68]. In this study, we have shown that *Trpm3* and *Mir204/211* were strongly co-expressed in the lens epithelium and other non-pigmented and pigmented ocular epithelia from the iris, ciliary body, and retina. Further, we found that a cataract-causing substitution (p.I65M) in *Trpm3* resulted in (1) altered sensitivity of mutant TRPM3-M65 channels to extracellular [Ca^2+^] and PS activation in vitro and (2) disturbed cation (Ca^2+^, Na^+^, K^+^) and water homeostasis, increased MAPK1/3 phospho-activation, and upregulation of genes involved in Ca^2+^-dependent processes in the lens. By contrast, *Trpm3*-KO lenses did not replicate the pathophysiological changes found in *Trpm3*-mutant (I/M, M/M) lenses and, like *Trpm3*-KO lenses, neither *Mir204*-KO nor *Mir204*; *Mir211*-dKO lenses developed early-onset cataract. While the combined loss-of-function for *Trpm3* and *Mir204/211* on lens phenotype remains to be determined, our data suggest that early-onset cataract in *Trpm3*-mutant lenses resulted from a deleterious gain-of-function mechanism rather than a loss-of-function mechanism in the lens. Further, since the signature function of TRPM3 channels in the lens remains unclear, future studies will be needed to examine whether and how other mechanisms might compensate for the absence of the channel.

Elevated cytoplasmic Ca^2+^ concentrations, believed to result from an increase in non-selective cation conductance, have long been implicated in the pathophysiology of lens aging and cataract formation in humans and experimental animals [90]. Atomic absorption spectroscopy and fluorescent calcium imaging (GCaMP6s) studies of ex vivo *Trpm3*-mutant mouse lenses revealed that while cytosolic Ca^2+^ levels in heterozygous (I/M) and hemizygous (M/−) *Trpm3*-mutant lenses were mildly elevated, those in homozygous (M/M) *Trpm3*-mutant lenses were dramatically higher (~50-fold) than wild-type lenses (Figure 4A and Figure 5)—consistent with previously reported histochemical calcification of *Trpm3*-M/M lenses [68]. The high ([Ca^2+^]_i_) in *Trpm3*-M/M lenses was coupled with elevated ([Na+]_i_), decreased ([K+]_i_), and increased water content compared to wild-type lenses, further suggesting that osmoregulation had failed in *Trpm3*-M/M lenses (Figure 4B–D). In addition, functional over-expression studies in transfected HLE-B3 cells revealed that recombinant mutant TRPM3-M65 channels displayed a steeper dose–response to PS activation (between 10 and 50 μM) and an increased sensitivity to extracellular [Ca^2+^] (10 mM) when compared with wild-type TRPM3-I65 channels in vitro. Further, constitutive expression of knock-in mutant TRPM3-M65 channels in HLE-B3 cells and *Trpm3*-M/M lenses significantly increased phospho-activation of MAPK1/3 (Figure 7)—a known downstream target of TRPM3-mediated Ca^2+^ influx [32,33]. While PS is an effective experimental agonist for TRPM3 channels, the role of this neuro-steroid in lens biology is unclear, as is the significance of an altered sensitivity to PS activation. The true physiological agonist(s) of TRPM3 in the eye/lens remains elusive. Regardless, our data suggest that mutant TRPM3-M65 channels ‘leak’ inwardly when exposed to elevated extracellular [Ca^2+^], leading to cytoplasmic Ca^2+^ overload coupled with MAPK1/3 activation. Since the extracellular Ca^2+^ levels in the eye’s aqueous humor (1–2 mM), which bathes the anterior lens epithelium, are ~10,000-fold higher than intracellular Ca^2+^ levels in the lens (100 nM range) [90], it is likely that this steep inward concentration gradient causes increased Ca^2+^ entry via mutant TRPM3-M65 channels resulting in chronic Ca^2+^ accumulation in the developing lens triggering early-onset, progressive cataract. Beyond a role for *TRPM3* in rare forms of inherited pediatric cataract, it is conceivable that aging human TRPM3 channels may also contribute to the historically enigmatic, non-selective cation leak implicated in the much more common forms of age-related cataract.

Recently, functional expression studies of de novo missense mutations underlying *TRPM3*-NDD, which include ophthalmological findings other than cataract, have been shown to increase basal channel activity leading to cellular calcium overload and enhanced response to PS activation—consistent with a deleterious gain-of-function effect(s) [51]. These *TRPM3*-NDD studies focused on transcript variant-14 (NM_001366145.2) coding for channel isoform-m (NP_ 1353074.2, 1719 amino-acids) that starts in exon-2 but contains one more coding exon (exon-16, 12 amino acids) than the variant-9/isoform-k (1707 amino-acids) used here (Figure S1). In addition to the different variants/isoforms studied, the *TRPM3*-NDD missense mutations lie in or near the transmembrane (TM) pore domain toward the C-terminus of channel isoform-m, whereas the p.I65M mutation underlying *TRPM3* cataract lies distant to the pore near the N-terminus of channel isoform-k within a predicted calmodulin binding motif [21]. Further, since we have shown that the p.I65M missense mutation may also act as an alternative translation start site in vitro [52], we cannot exclude the possibility that it may generate N-terminal mutant isoforms of TRPM3 (starting at codon 65 of isoform-k) with novel channel properties in vivo. These TRPM3 mutants may include N-terminal truncation mutants of isoforms starting translation upstream in exon-2 (p.M1del-64 mutants) and N-terminal extension mutants of isoforms starting translation downstream at the end of exon-5 (p.M1ext-89 mutants) (Figure S1). Such differences in the location of mutations within functionally distinct regions of TRPM3 coupled with alternative splice and/or start sites between TRPM3 variants and isoforms may contribute to pleiotropic effects that generate variable phenotypes in the brain (*TRPM3*-NDD) versus the lens (*TRPM3* cataract).

*Trpm3*-mutant lenses undergoing cataract development at P7 revealed >1240 differentially regulated genes, whereas transparent *Trpm3*-KO lenses at P7 yielded ~50 differentially regulated genes with minimal sharing between mutant and null genotypes (Figure S6B). These data highlight the dramatically distinct effects of *Trpm3* mutation versus *Trpm3* deficiency on global gene expression in the lens. 

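The mutants together changed 832 genes, and *Trpm3*-KO changed 51, of which 17 were also changed in a mutant. *Trpm3*-KO and *Trpm3*-M/M shared 16 genes, of which 5 were higher in both, 2 were lower in both and 9 moved in opposite directions. The 9 were *Aox4*, *Ccbe1*, *Dcc*, *Gabrr1*, *Gm4735*, *Plat*, *Samd4*, *Sox2ot* and *Zdhhc2*, named here after their values were seen. Without *Trpm3*-KO replicate 1, 2 or 3, the genes changed in *Trpm3*-KO numbered 40, 37 or 36, and the higher ones 13, 13 or 12. The 5 largest rises in *Trpm3*-KO lenses were those of *Rpl15-ps2*, *Aox4*, *Rpl15-ps6*, *Gm3375* and *Sox2ot*. *Sox2ot*, a long non-coding transcript, rose from 16.0 ± 1.52 to 130.2 ± 2.58 CPM (SD, n = 3), a log2 fold change of 3.03 (standard error 0.07, adjusted p = 4.87e-12 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). *Aox4* rose by 5.80 on the log2 scale. *Rpl15-ps2*, *Rpl15-ps6* and *Gm3375* are processed pseudogenes, with log2 fold changes of 7.07, 5.15 and 4.67, and their values are uncertain because reads of near-identical copies can be split between them. The 5 largest falls were those of *Serpina3h*, *Gm36684*, *Misp*, *Rpsa-ps10* and *Gm6166*. *Misp* went from 51.4 ± 16.8 to 0.554 ± 0.193 CPM (SD, n = 3), a log2 fold change of −6.53 (standard error 0.36, adjusted p = 9.32e-08 from the same edgeR test). *Gm36684* was at least 152-fold lower. The log2 fold changes of the processed pseudogenes *Rpsa-ps10* and *Gm6166* were −4.92 and −4.74, uncertain for the same reason. *Serpina3h*, a pseudogene in a family of similar genes and so likewise uncertain, was at least 266-fold lower (adjusted p = 0.0165 from the same edgeR test, and 0.0571, 0.0614 or 0.0619 without *Trpm3*-KO replicate 1, 2 or 3).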

*Trpm3*-mutant lenses revealed modest downregulation of genes involved in insulin and peptide secretion (Figure 9A, Tables S2 and S3). 

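The 5 genes with the largest falls in *Trpm3*-I/M lenses were *Abca13*, *Slc6a15*, *Nnat*, *Gcg* and *Megf11*. *Gcg*, which encodes the peptide hormone precursor of glucagon and was not in the list of secretion genes, went from 63.7 ± 29.2 CPM in wild-type to 10.1 ± 2.46 CPM in *Trpm3*-I/M lenses (SD, n = 3 each). Its log2 fold change was −2.66 (standard error 0.27, adjusted p = 5.74e-06 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). Every *Trpm3*-I/M library lay below every wild-type library although the wild-type libraries were widely spread. *Gcg* was also lower in *Trpm3*-KO lenses, at 29.0 ± 2.26 CPM (SD, n = 3), with every library below every wild-type library. Its log2 fold change was −1.14 in *Trpm3*-KO (adjusted p = 0.0182) and −2.84 in *Trpm3*-M/M (adjusted p = 7.85e-07, both from the same edgeR test). The log2 fold changes of the others in *Trpm3*-I/M were −5.79 for *Abca13*, −3.93 for *Slc6a15*, −3.67 for *Nnat* and −2.59 for *Megf11*. Of the listed secretion genes, 12.9% were called lower in *Trpm3*-M/M, against 2.49% of the other tested genes (two-sided Fisher's exact test, p = 0.00731, or 0.0658 adjusted over 9 tests), and 6.45% in *Trpm3*-I/M, against 0.726% (two-sided Fisher's exact test, p = 0.0222, adjusted 0.0696). This test was chosen after the values were seen, and it treats genes as independent.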

Activation of TRPM3 channels with PS or the synthetic agonist CIM0216 has been shown to control insulin release from pancreatic β cells and calcitonin gene-related peptide (CGRP) release from sensory nerve terminals [24,25,44]. However, the precise role of TRPM3-mediated insulin and/or neuro-peptide release in the lens is unclear. Conversely, *Trpm3*-mutant lenses revealed strong upregulation of genes involved in cation homeostasis—including those for the P-type ion-transport ATPases *Atp1b1*, *Atp2b1*, and *Atp2b4* (Table S4). 

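These 3 ATPase genes were also higher in *Trpm3*-I/M lenses. *Atp1b1* reached 62.5 ± 8.25 CPM there (SD, n = 3), a log2 fold change over wild-type of 2.35 (standard error 0.10, adjusted p = 2.82e-09 from edgeR's quasi-likelihood test with Benjamini–Hochberg adjustment). *Atp2b1* reached 10.9 ± 0.373 CPM (SD, n = 3), a log2 fold change of 1.31 (standard error 0.07, adjusted p = 3.36e-08 from the same edgeR test), and *Atp2b4* reached 13.6 ± 0.702 CPM (SD, n = 3), a log2 fold change of 4.47 (standard error 0.14, adjusted p = 1.08e-10 from the same edgeR test). Every *Trpm3*-I/M library lay above every wild-type library for each of them. Over the alternatives tried, the log2 fold change in *Trpm3*-M/M stayed between 2.76 and 3.34 for *Atp1b1*, 2.01 and 2.56 for *Atp2b1*, and 5.33 and 5.93 for *Atp2b4*.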

*Atp1b1* encodes the glycosylated Na^+^/K^+^-transporting ATPase subunit β-1 (ATP1B1) that complexes with the large catalytic α-subunit to regulate the formation of functional Na^+^/K^+^ pumps, which actively extrude Na^+^ and uptake K^+^ in order to establish and maintain electrochemical gradients across the plasma membrane [91]. *Atp2b1* and *Atp2b4* encode the calmodulin-dependent plasma membrane Ca^2+^-ATPases ATP2B1 and ATP2B4, respectively, that function in Ca^2+^ export from eukaryotic cells against steep concentration gradients and play a critical role in intracellular Ca^2+^ homeostasis [92]. Such upregulation of ion-transport ATPase genes is consistent with attempts to counteract increased Ca^2+^ influx caused by functionally mutant TRPM3 channels expressed in the anterior epithelium of the lens.

## 5. Conclusions

Overall, our data support a deleterious gain-of-function mechanism that activates TRPM3 (p.I65M) mutant channels to drive chronic Ca^2+^-influx in the lens, resulting in an inherited form of early-onset, progressive cataract. Further, they suggest that TRPM3 channels may participate in the non-selective cation leak long associated with lens aging and cataract formation. The fact that TRPM3 channels can be inhibited by certain drugs (e.g., NSAIDs) and nutraceuticals—including citrus flavanones that have been associated with the attenuation of cataract [93,94]—raises the possibility of therapeutic interventions for *TRPM3* cataract.

## Figures and Tables

**Figure 1:**
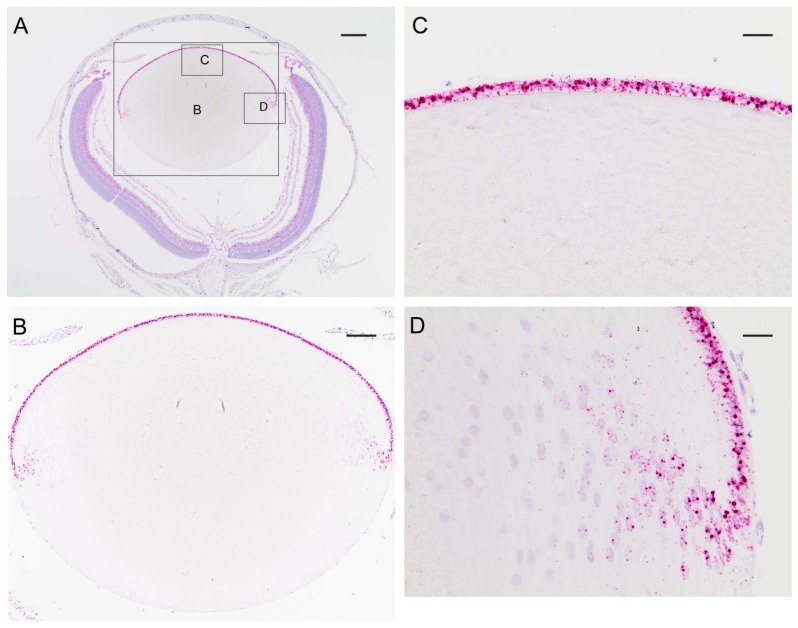
In situ hybridization of *Trpm3* transcripts in the neonatal mouse lens. Representative chromogenic labeling of *Trpm3* transcripts (red dots) in the albino mouse eye (**A**) and lens (**B**–**D**) at P5 showing strong localization to the anterior epithelium (**B**,**C**) and the equatorial epithelium and nascent lens fiber cells (**D**). Cell nuclei were counterstained with hematoxylin (blue). Scale bar: 200 µm (**A**), 100 µm (**B**), 50 µm (**C**,**D**).

**Figure 2:**
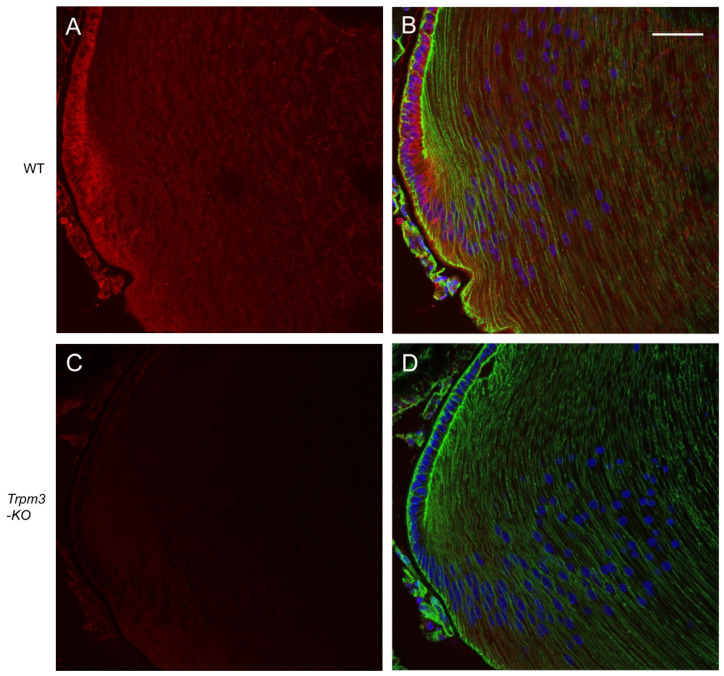
Immunofluorescence confocal microscopy of TRPM3 channels in the mature mouse lens. Representative immuno-fluorescent labeling of TRPM3 (red) in the wild-type lens (**A**,**B**) and *Trpm3*-KO lens (**C**,**D**) at P21 showing localization to the lens equatorial epithelium in (**A**,**B**) but not (**C**,**D**). Actin cytoskeleton and cell nuclei were labeled with phalloidin (green) and DAPI (blue), respectively. Scale bar: 50 µm.

**Figure 3:**
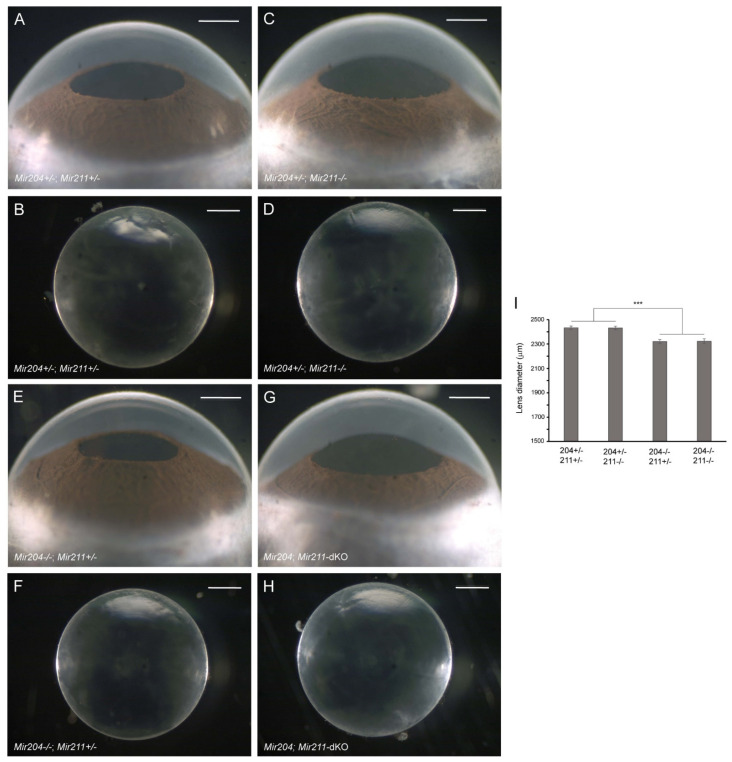
Lens phenotype of *Mir204-* and *Mir211*-deficient mice. Representative dark-field images of eyes (**A**,**C**,**E**,**G**) and corresponding lenses (**B**,**D**,**F**,**H**) from *Mir204*^+/−^; *Mir211*^+/−^ mice (**A**,**B**), *Mir204*^+/−^; *Mir211^−/−^* mice (**C**,**D**), *Mir204*^−/−^; *Mir211*^+/−^ mice (**E**,**F**), and *Mir204*; *Mir211*-dKO mice (**G**,**H**) at 4 months of age. Scale bar: 500 µm (**A**–**H**). (**I**) Lens diameter for each genotype ± SD. *** *p* < 0.001.

**Figure 4:**
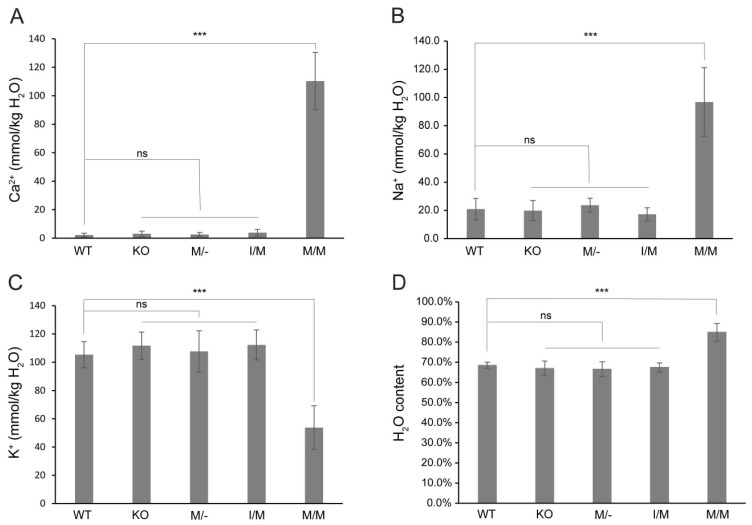
Cation and water content of *Trpm3*-mutant and *Trpm3*-KO lenses. Atomic absorption spectroscopy measurements of Ca^2+^ (**A**), Na^+^ (**B**), and K^+^ (**C**) concentrations and water content (**D**) in lenses (P21) from wild-type (WT), *Trpm3*-KO, hemizygous (M/−), heterozygous (I/M), and homozygous (M/M) *Trpm3*-mutant mice. *** *p* < 0.001; ns—not significant; error bars ± SD.

**Figure 5:**
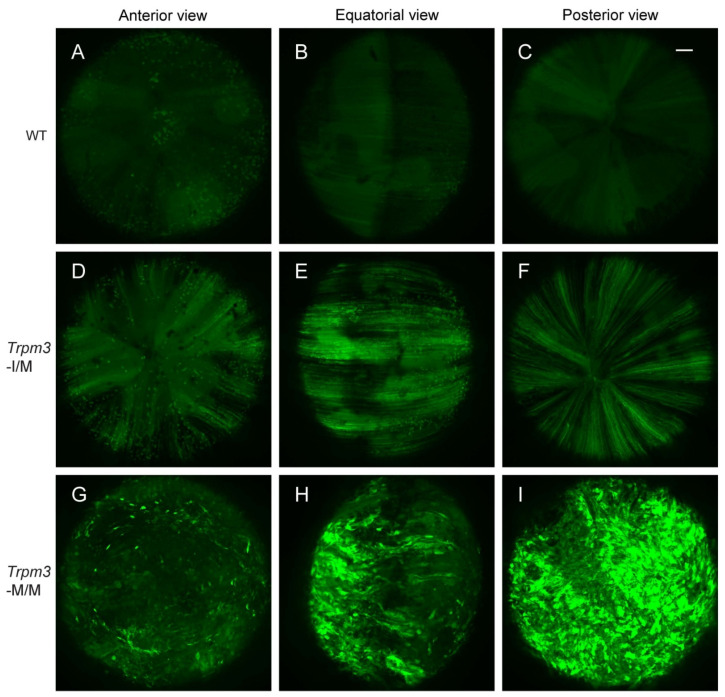
Elevated calcium in *Trpm3*-mutant lenses determined using a genetically encoded calcium sensor. Representative confocal fluorescence microscopy images of *Cre*-dependent GCaMP6s activation in wild-type (**A**–**C**), heterozygous *Trpm3*-I/M (**D**–**F**), and homozygous *Trpm3*-M/M (**G**–**I**) lenses at P21 showing anterior (**A**,**D**,**G**), equatorial (**B**,**E**,**H**), and posterior (**C**,**F**,**I**) views. Scale bar: 100 µm.

**Figure 6:**
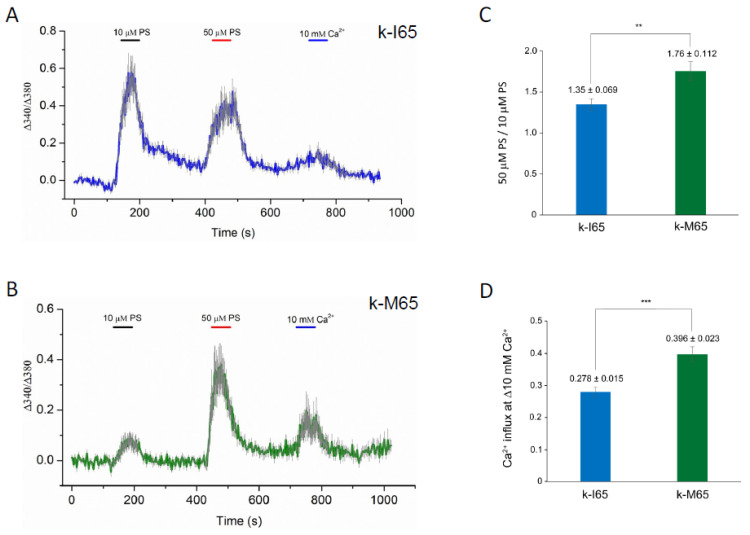
Cytoplasmic calcium responses in Fura-2-loaded HEK-293T cells that express either wild-type (I65) or mutant (M65) TRPM3 (k-isoform) channels. (**A**,**B**) Representative traces of Ca^2+^ transients evoked by 10 μM and 50 μM pregnenolone sulfate (PS) or by changes of extracellular Ca^2+^ (2 mM to 10 mM). Traces are averaged from cells in one region of interest expressing wild-type k-I65 (**A**) and mutant k-M65 (**B**) TRPM3 channels, respectively. (**C**) Ratio of peak Ca^2+^ influx in response to 50 μM PS versus 10 μM PS. (**D**) Peak Ca^2+^ influx in response to increase in extracellular Ca^2+^ concentration. ** *p* < 0.01; *** *p* < 0.001; error bars ± SD.

**Figure 7:**
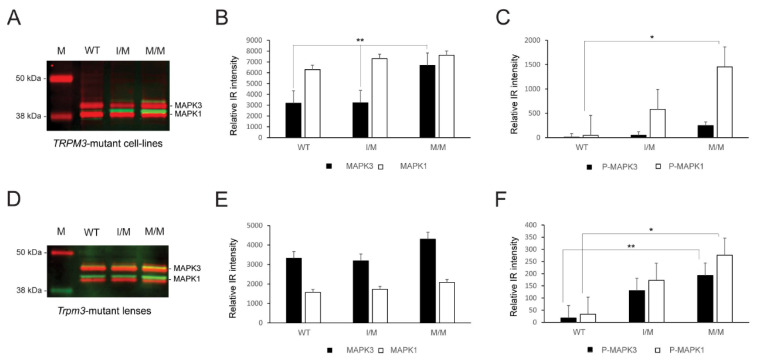
MAP kinase activation in the *TRPM3*-mutant human lens epithelial B3 (HLE-B3) cells and *Trpm3*-mutant mouse lenses. Quantitative immunoblot analysis of MAPK3/p44 and MAPK1/p42 in heterozygous *TRPM3*-I/M and homozygous *TRPM3*-M/M mutant HLE-B3 cell-lines (**A**–**C**) and in *Trpm3*-mutant mouse lenses at P21 (**D**–**F**). Constitutive MAPK3 and MAPK1 levels are shown in (**A**,**D**) (red bands) and in (**B**,**E**) (black and white bars). Phosphorylated (P) MAPK3 and MAPK1 levels are shown in (**A**,**D**) (green/yellow bands) and in (**C**,**F**) (black and white bars). WT, wild-type. M, molecular weight markers. * *p* < 0.05; ** *p* < 0.01; error bars ± SE.

**Figure 8:**
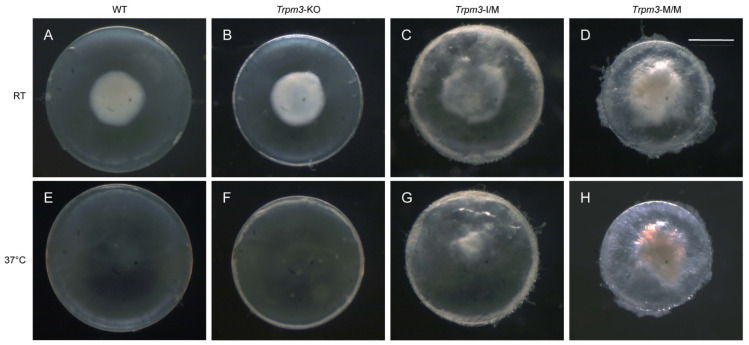
Lens phenotype of neonatal *Trpm3*-mutant and *Trpm3*-KO mice. Representative dark-field images of wild-type (**A**,**E**), *Trpm3*-KO (**B**,**F**), *Trpm3*-I/M (**C**,**G**), and *Trpm3*-M/M (**D**,**H**) lenses at P7 showing cold-cataract formation (**A**–**D**) during dissection at room temperature (RT) that was reversible at 37 °C (**E**–**H**). Note the *Trpm3*-mutant cataract was not temperature sensitive (**C**,**D**,**G**,**H**). Scale bar: 500 µm.

**Figure 9:**
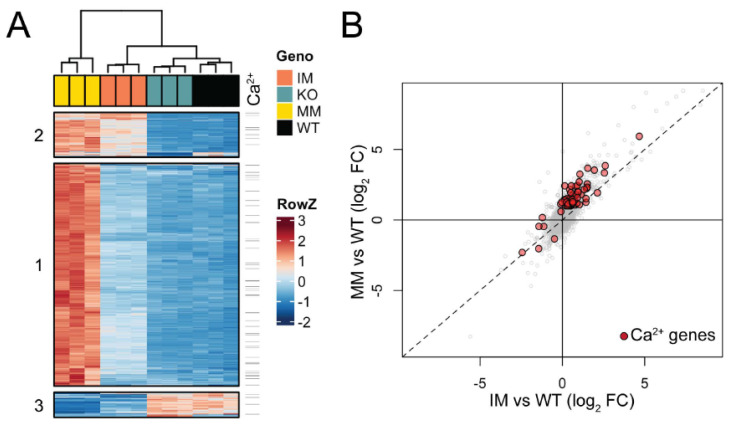
Gene expression changes in *Trpm3*-mutant and *Trpm3*-KO lenses using RNA-seq analysis. (**A**) Heatmap showing unique expression changes (≥2-fold) in *Trpm3*-mutant (I/M, M/M) and *Trpm3*-KO lenses compared to wild-type lenses at P7. (**B**) Scatterplot highlighting genes involved in Ca^2+^-associated processes (red) that are differentially expressed in *Trpm3*-I/M and *Trpm3*-M/M lenses.

## Data Availability

RNA-seq data files have been deposited in the Gene Expression Omnibus (GEO) database under accession no. GSE250518.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells13030257/s1, Figure S1: Schematic of exon usage for TRPM3 transcript variant-9 used herein for functional expression studies of channel isoform-k in Figure 6; Figure S2: In situ hybridization (ISH) of Trpm3-transcripts in the neonatal mouse eye; Figure S3: In situ hybridization of *Trpm3*-transcripts in the mature mouse lens; Figure S4: In situ hybridization of Mir204 transcripts in the neonatal mouse lens; Figure S5: In situ hybridization of Mir204-transcripts in the neonatal mouse eye; Figure S6: Multi-dimensional scaling (MDS) plot (A) and Venn diagrams of upregulated genes (B) and downregulated genes (C) in heterozygous *Trpm3*-I/M, homozygous *Trpm3*-M/M, and *Trpm3*-KO lenses versus wild-type lenses at P7; Figure S7: Scatterplot of differentially regulated genes in *Trpm3*-KO (A), *Trpm3*-I/M (B), and *Trpm3*-M/M (C) lenses highlighting the relative expression levels of *Trpm3* versus *Trpm1* and *Trpv4*; Table S1: Primer sequences used for PCR-genotyping of *Mir204*-KO and *Mir204*; *Mir211*-dKO mice; Table S2: Differentially expressed genes (>2-fold) in *Trpm3* -mutant lenses summarized in Figure 9A.; Table S3: Enriched GO categories for genes within each cluster in Figure 9A; Table S4: Genes associated with Ca^2+^ dynamics within Cluster 1 in Figure 9A that were most upregulated in *Trpm3*-M/M lenses.

# Supplementary material for: A Cataract-Causing Mutation in the TRPM3 Cation Channel Disrupts Calcium Dynamics in the Lens
**Source:** Cells. 2024 Jan 30;13(3):257. doi: 10.3390/cells13030257
**Supplement:** Supplementary file 1

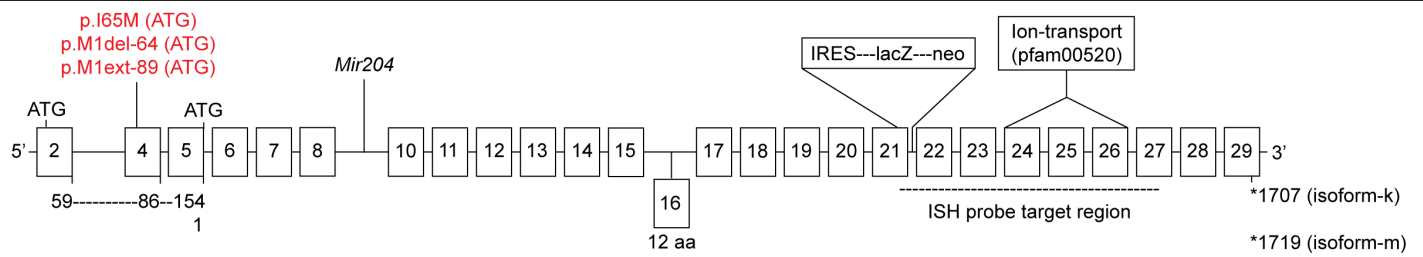

**Figure S1.** Schematic of exon usage for *TRPM3* transcript variant-9 used herein for functional expression studies of channel isoform-k in Figure 6. Variant-9 (NM\_001007471) skips exon-3, exon-9, and exon-16, and translation of isoform-k (NP\_001007472, 1707 amino acids) initiates from a constitutive start-site located in exon-2. Another constitutive translation start-site for other *TRPM3* isoforms is located at the end of exon-5. The p.I65M substitution located in exon-4 may also serve as an alternative translation start-site generating N-terminal truncated mutant channels (p.M1del-64) or N-terminal extension mutant channels (p.M1ext-89). The approximate target region of the RNAscope probe used for *in situ* hybridization (ISH) is indicated. For comparison, variant-14 (NM\_001366145) also skips exon-3 and exon-9 but retains exon-16 (12 amino acids) to encode isoform-m (NP\_1353074, 1719 amino acids) used for functional studies of *TRPM3*-NDD mutations [51].

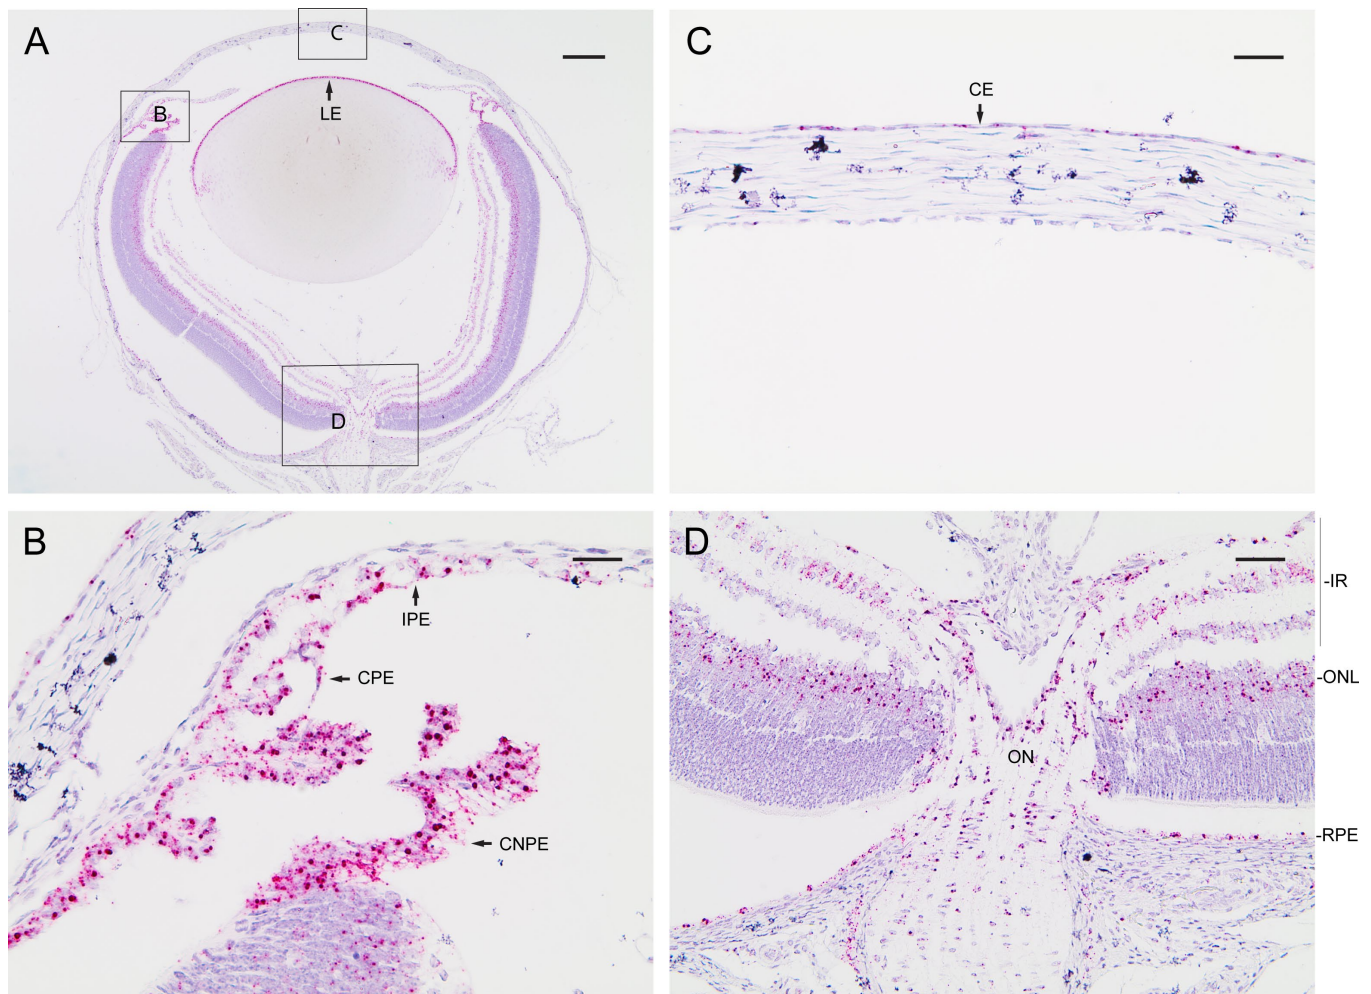

**Figure S2. *In situ* hybridization (ISH) of *Trpm3*-transcripts in the neonatal mouse eye.**

Chromogenic labeling of *Trpm3* transcripts (red dots) in the albino mouse eye at P5 showing strong localization to the lens epithelium (LE) in (A), ciliary (pigmented) epithelium (CPE), ciliary non-pigmented epithelium (CNPE), and iris (pigmented) epithelium (IPE) in (B), corneal epithelium (CE) in (C), and retinal pigmented epithelium (RPE), outer nuclear layer (ONL), inner neuro-retina (IR), and optic nerve (ON) in (D). Cell nuclei were counterstained with hematoxylin (blue). Scale bar: 200  $\mu$ m (A), 50  $\mu$ m (B, C), 100  $\mu$ m (D).

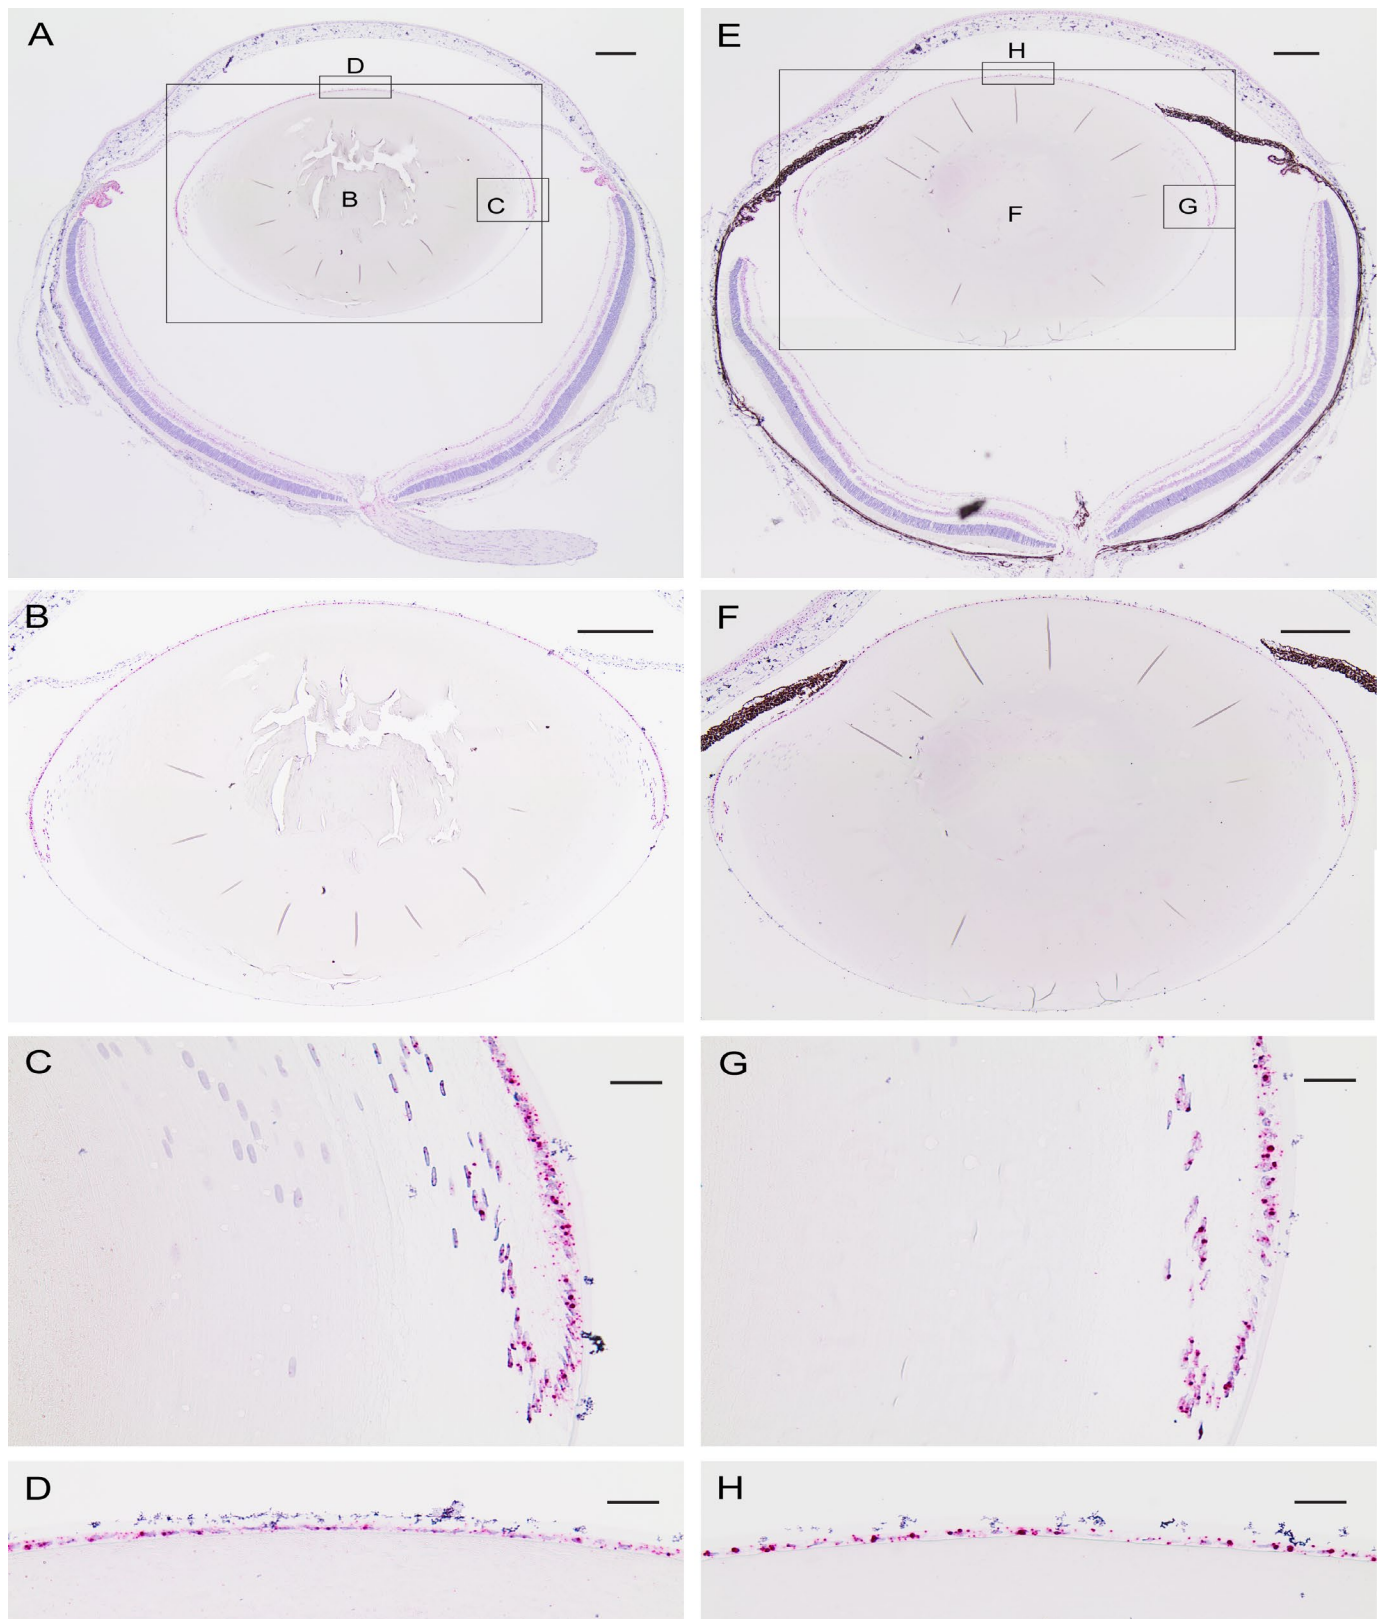

**Figure S3.** *In situ* hybridization of *Trpm3*-transcripts in the mature mouse lens. Chromogenic labeling of *Trpm3* transcripts (red dots) in the wild-type albino mouse eye at P21 (**A-D**) and the *Trpm3*-KO pigmented eye at P29 (**E-H**) showing localization to the whole lens epithelium (**B, F**), the equatorial lens epithelium (**C, G**), and the anterior lens epithelium (**D, H**). Cell nuclei were counterstained with hematoxylin (blue). Scale bar: 200  $\mu$ m (A, B, E, F), 50  $\mu$ m (C, D, G, H).

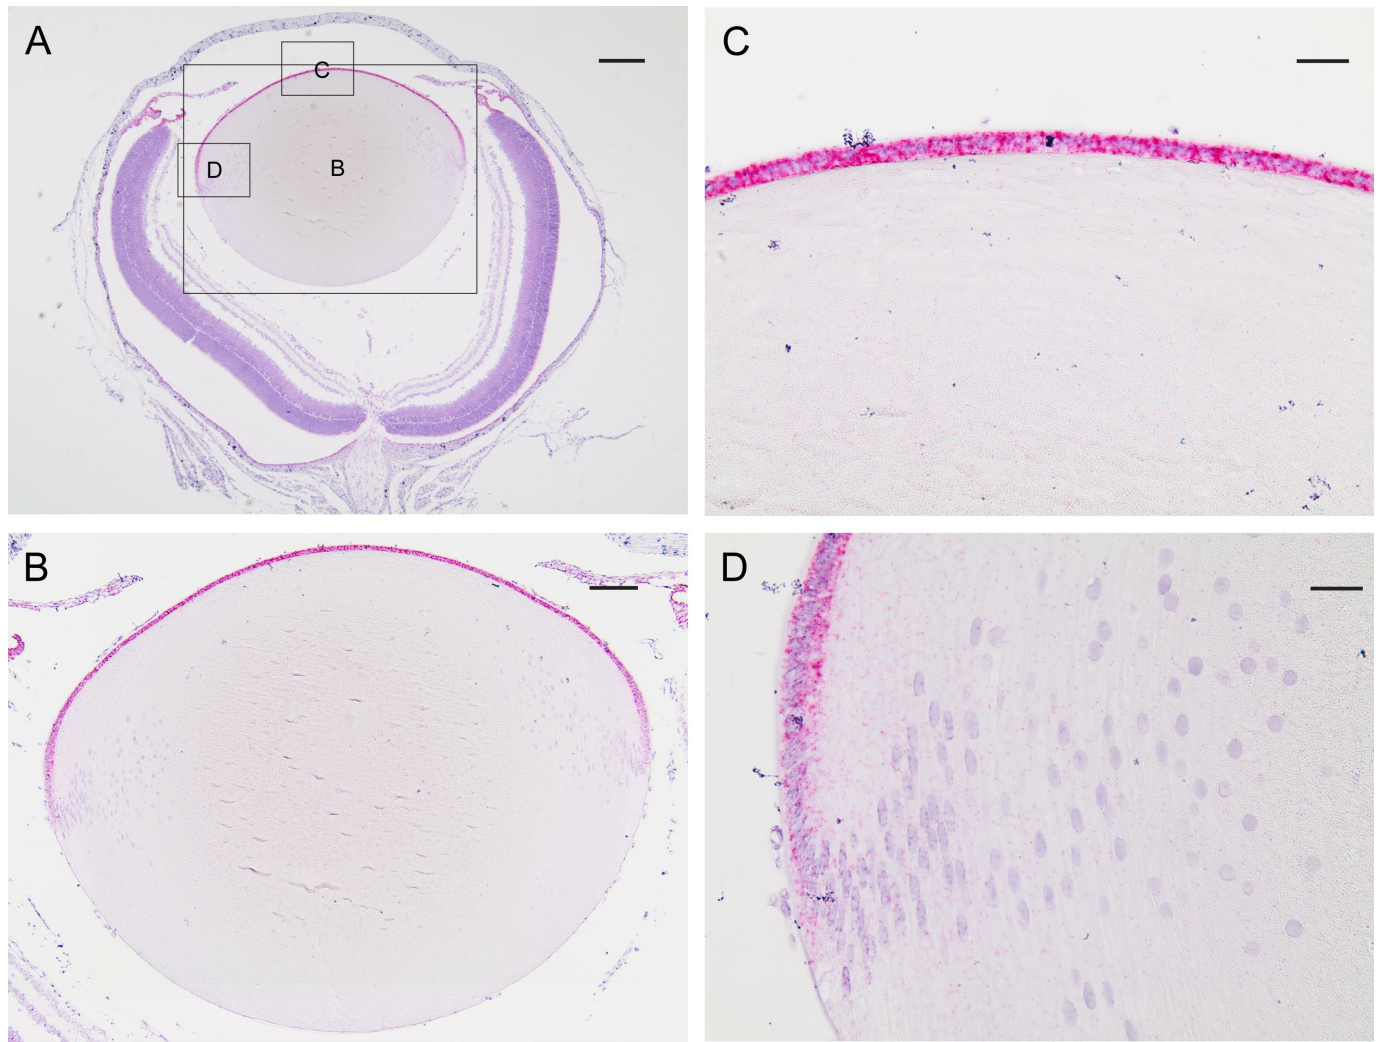

**Figure S4.** *In situ* hybridization of *Mir204* transcripts in the neonatal mouse lens. Chromogenic labeling of *Mir204* transcripts (red dots) in the albino mouse eye (A) and lens (B-D) at P5 showing strong localization to the lens anterior epithelium (C) and equatorial epithelium (D). Cell nuclei were counterstained with hematoxylin (blue). Scale bar: 200  $\mu$ m (A), 100  $\mu$ m (B), 50  $\mu$ m (C, D).

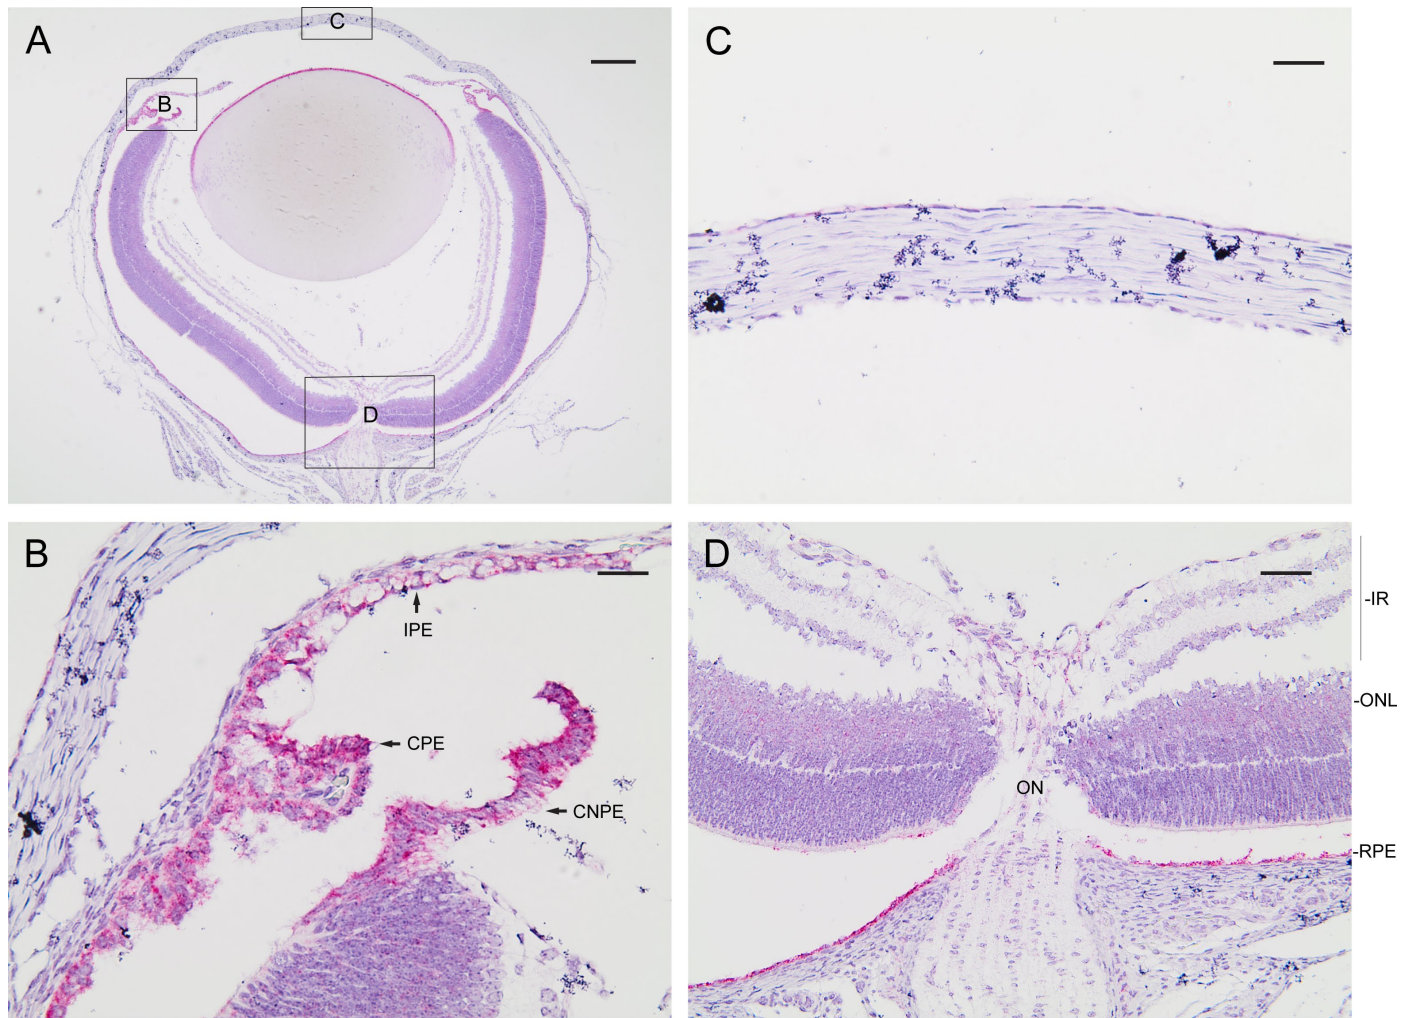

**Figure S5.** *In situ* hybridization of *Mir204*-transcripts in the neonatal mouse eye. Chromogenic labeling of *Mir204* transcripts (red dots) in the albino mouse eye (A) at P5 showing localization to the ciliary pigmented epithelium (CPE), ciliary non-pigmented epithelium (CNPE), and iris pigmented epithelium (IPE) (B), corneal epithelium (CE) (C), and retinal (pigmented) epithelium (RPE), outer nuclear layer (ONL), inner neuro-retina (IR), and optic nerve (ON) (D). Cell nuclei were counterstained with hematoxylin (blue). Scale bar: 200  $\mu$ m (A), 100  $\mu$ m (D), 50  $\mu$ m (B, C).

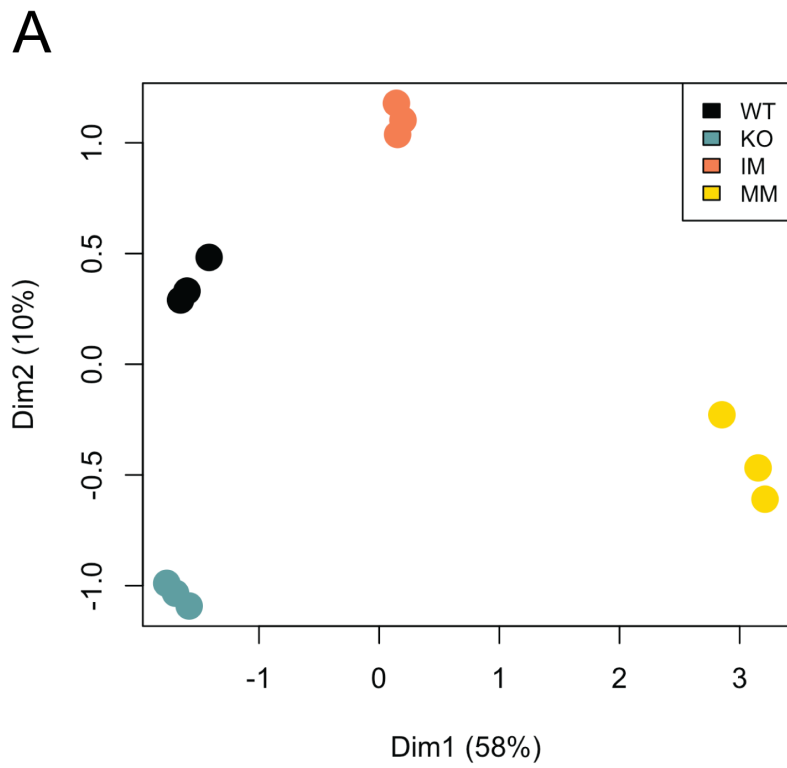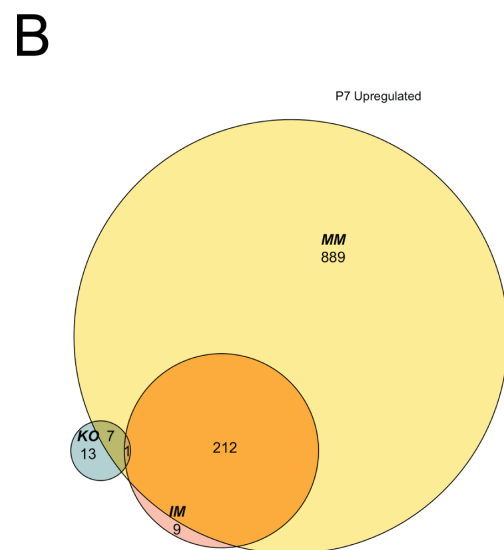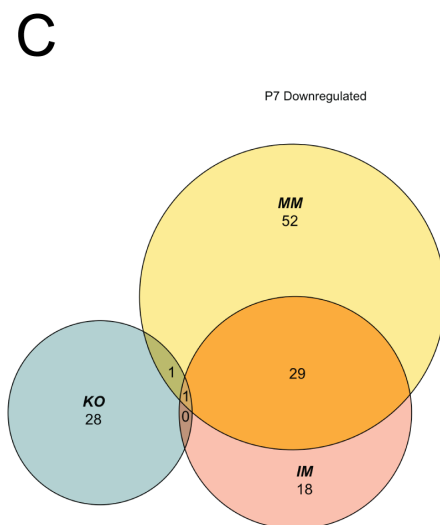

**Figure S6.** Multi-dimensional scaling (MDS) plot (**A**) and Venn diagrams of upregulated genes (**B**) and downregulated genes (**C**) in heterozygous *Trpm3*-I/M, homozygous *Trpm3*-M/M, and *Trpm3*-KO lenses versus wild-type lenses at P7.

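The authors' deposited table gives their own edgeR comparisons, and it was used here for 9470 gene identifiers. In the authors' deposited table, 1107 genes were higher and 83 lower in *Trpm3*-M/M than in wild-type lenses, 222 higher and 48 lower in *Trpm3*-I/M, and 21 higher and 30 lower in *Trpm3*-KO. Of the authors' calls in the deposited table, 385 higher and 75 lower genes in *Trpm3*-M/M were also called here, as were 150 higher and 42 lower genes in *Trpm3*-I/M and 14 higher and 24 lower genes in *Trpm3*-KO. The CPM columns of the authors' deposited table equaled each count divided by the library total, to a relative difference of at most 5.11e-15. Not every gene could be compared: 212 genes tested here are outside the 9470, and 698 of the 9470 do not meet the filter here. That left 610 of the 804 genes called here in *Trpm3*-M/M, 215 of the 299 in *Trpm3*-I/M and 40 of the 51 in *Trpm3*-KO with a value in that table as used here. Over 8772 genes compared, the log2 fold changes in the authors' deposited table lay above those computed here by a median of 0.509 in *Trpm3*-M/M, 0.20 in *Trpm3*-I/M and 0.049 in *Trpm3*-KO.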

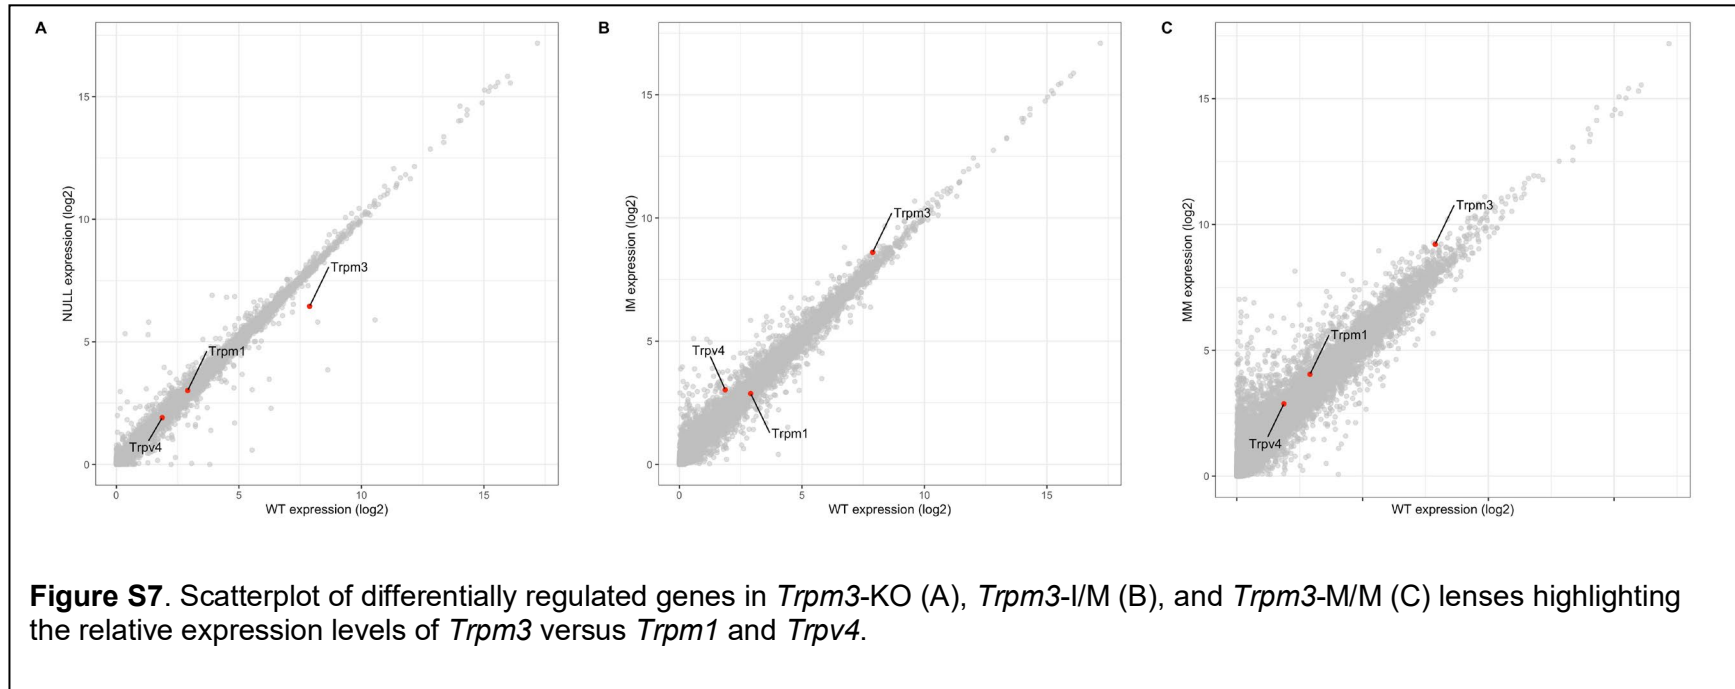

Table S1. Primer sequences used for PCR-genotyping of *Mir204* -KO and *Mir204 ; Mir211* -dKO mice

expressed genes (> 2-fold) in *Trpm3*-mutant lenses

ensembl external gene transcript cds\_start p1 p2 p3 p4 p5 p6 p7 p8 p9 p10 p11 p12 p13 p14 p15 p16 p17 p18 p19 p20 p21 p22 p23 p24 p25 p26 p27 p28 p29 p30 p31 p32 p33 p34 p35 p36 p37 p38 p39 p40 p41 p42 p43 p44 p45 p46 p47 p48 p49 p50 p51 p52 p53 p54 p55 p56 p57 p58 p59 p60 p61 p62 p63 p64 p65 p66 p67 p68 p69 p70 p71 p72 p73 p74 p75 p76 p77 p78 p79 p80 p81 p82 p83 p84 p85 p86 p87 p88 p89 p90 p91 p92 p93 p94 p95 p96 p97 p98 p99 p100 p101 p102 p103 p104 p105 p106 p107 p108 p109 p110 p111 p112 p113 p114 p115 p116 p117 p118 p119 p120 p121 p122 p123 p124 p125 p126 p127 p128 p129 p130 p131 p132 p133 p134 p135 p136 p137 p138 p139 p140 p141 p142 p143 p144 p145 p146 p147 p148 p149 p150 p151 p152 p153 p154 p155 p156 p157 p158 p159 p160 p161 p162 p163 p164 p165 p166 p167 p168 p169 p170 p171 p172 p173 p174 p175 p176 p177 p178 p179 p180 p181 p182 p183 p184 p185 p186 p187 p188 p189 p190 p191 p192 p193 p194 p195 p196 p197 p198 p199 p200 p201 p202 p203 p204 p205 p206 p207 p208 p209 p210 p211 p212 p213 p214 p215 p216 p217 p218 p219 p220 p221 p222 p223 p224 p225 p226 p227 p228 p229 p230 p231 p232 p233 p234 p235 p236 p237 p238 p239 p240 p241 p242 p243 p244 p245 p246 p247 p248 p249 p250 p251 p252 p253 p254 p255 p256 p257 p258 p259 p260 p261 p262 p263 p264 p265 p266 p267 p268 p269 p270 p271 p272 p273 p274 p275 p276 p277 p278 p279 p280 p281 p282 p283 p284 p285 p286 p287 p288 p289 p290 p291 p292 p293 p294 p295 p296 p297 p298 p299 p300 p301 p302 p303 p304 p305 p306 p307 p308 p309 p310 p311 p312 p313 p314 p315 p316 p317 p318 p319 p320 p321 p322 p323 p324 p325 p326 p327 p328 p329 p330 p331 p332 p333 p334 p335 p336 p337 p338 p339 p340 p341 p342 p343 p344 p345 p346 p347 p348 p349 p350 p351 p352 p353 p354 p355 p356 p357 p358 p359 p360 p361 p362 p363 p364 p365 p366 p367 p368 p369 p370 p371 p372 p373 p374 p375 p376 p377 p378 p379 p380 p381 p382 p383 p384 p385 p386 p387 p388 p389 p390 p391 p392 p393 p394 p395 p396 p397 p398 p399 p400 p401 p402 p403 p404 p405 p406 p407 p408 p409 p410 p411 p412 p413 p414 p415 p416 p417 p418 p419 p420 p421 p422 p423 p424 p425 p426 p427 p428 p429 p430 p431 p432 p433 p434 p435 p436 p437 p438 p439 p440 p441 p442 p443 p444 p445 p446 p447 p448 p449 p450 p451 p452 p453 p454 p455 p456 p457 p458 p459 p460 p461 p462 p463 p464 p465 p466 p467 p468 p469 p470 p471 p472 p473 p474 p475 p476 p477 p478 p479 p480 p481 p482 p483 p484 p485 p486 p487 p488 p489 p490 p491 p492 p493 p494 p495 p496 p497 p498 p499 p500 p501 p502 p503 p504 p505 p506 p507 p508 p509 p510 p511 p512 p513 p514 p515 p516 p517 p518 p519 p520 p521 p522 p523 p524 p525 p526 p527 p528 p529 p530 p531 p532 p533 p534 p535 p536 p537 p538 p539 p540 p541 p542 p543 p544 p545 p546 p547 p548 p549 p550 p551 p552 p553 p554 p555 p556 p557 p558 p559 p560 p561 p562 p563 p564 p565 p566 p567 p568 p569 p570 p571 p572 p573 p574 p575 p576 p577 p578 p579 p580 p581 p582 p583 p584 p585 p586 p587 p588 p589 p590 p591 p592 p593 p594 p595 p596 p597 p598 p599 p600 p601 p602 p603 p604 p605 p606 p607 p608 p609 p610 p611 p612 p613 p614 p615 p616 p617 p618 p619 p620 p621 p622 p623 p624 p625 p626 p627 p628 p629 p630 p631 p632 p633 p634 p635 p636 p637 p638 p639 p640 p641 p642 p643 p644 p645 p646 p647 p648 p649 p650 p651 p652 p653 p654 p655 p656 p657 p658 p659 p660 p661 p662 p663 p664 p665 p666 p667 p668 p669 p670 p671 p672 p673 p674 p675 p676 p677 p678 p679 p680 p681 p682 p683 p684 p685 p686 p687 p688 p689 p690 p691 p692 p693 p694 p695 p696 p697 p698 p699 p700 p701 p702 p703 p704 p705 p706 p707 p708 p709 p710 p711 p712 p713 p714 p715 p716 p717 p718 p719 p720 p721 p722 p723 p724 p725 p726 p727 p728 p729 p730 p731 p732 p733 p734 p735 p736 p737 p738 p739 p740 p741 p742 p743 p744 p745 p746 p747 p748 p749 p750 p751 p752 p753 p754 p755 p756 p757 p758 p759 p760 p761 p762 p763 p764 p765 p766 p767 p768 p769 p770 p771 p772 p773 p774 p775 p776 p777 p778 p779 p780 p781 p782 p783 p784 p785 p786 p787 p788 p789 p790 p791 p792 p793 p794 p795 p796 p797 p798 p799 p800 p801 p802 p803 p804 p805 p806 p807 p808 p809 p810 p811 p812 p813 p814 p815 p816 p817 p818 p819 p820 p821 p822 p823 p824 p825 p826 p827 p828 p829 p830 p831 p832 p833 p834 p835 p836 p837 p838 p839 p840 p841 p842 p843 p844 p845 p846 p847 p848 p849 p850 p851 p852 p853 p854 p855 p856 p857 p858 p859 p860 p861 p862 p863 p864 p865 p866 p867 p868 p869 p870 p871 p872 p873 p874 p875 p876 p877 p878 p879 p880 p881 p882 p883 p884 p885 p886 p887 p888 p889 p890 p891 p892 p893 p894 p895 p896 p897 p898 p899 p900 p901 p902 p903 p904 p905 p906 p907 p908 p909 p910 p911 p912 p913 p914 p915 p916 p917 p918 p919 p920 p921 p922 p923 p924 p925 p926 p927 p928 p929 p930 p931 p932 p933 p934 p935 p936 p937 p938 p939 p940 p941 p942 p943 p944 p945 p946 p947 p948 p949 p950 p951 p952 p953 p954 p955 p956 p957 p958 p959 p960 p961 p962 p963 p964 p965 p966 p967 p968 p969 p970 p971 p972 p973 p974 p975 p976 p977 p978 p979 p980 p981 p982 p983 p984 p985 p986 p987 p988 p989 p990 p991 p992 p993 p994 p995 p996 p997 p998 p999 1000

genes (> 2-fold) in *Trpm3*-mutant lenses summarized in Fig. 9A.

[illegible]

<sup>d</sup> genes (> 2-fold) in *Trpm3*-mutant lenses summarized in Fig. 9A.

[illegible]

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

Table S3. Enriched GO categories for genes within each cluster in Fig. 9A.

54. Genes associated with  $\text{Ca}^{2+}$  dynamics within Cluster 1 in Fig. 9A that were most upregulated in *Trpm3*<sup>-M/M</sup>

ensembl gene

ensembl external gene biotype

ensembl external gene transcript or description

p1

p2

p3

p4

p5

p6

p7

p8

p9

p10

p11

p12

p13

p14

p15

p16

p17

p18

p19

p20

p21

p22

p23

p24

p25

p26

p27

p28

p29

p30

p31

p32

p33

p34

p35

p36

p37

p38

p39

p40

p41

p42

p43

p44

p45

p46

p47

p48

p49

p50

p51

p52

p53

p54

p55

p56

p57

p58

p59

p60

p61

p62

p63

p64

p65

p66

p67

p68

p69

p70

p71

p72

p73

p74

p75

p76

p77

p78

p79

p80

p81

p82

p83

p84

p85

p86

p87

p88

p89

p90

p91

p92

p93

p94

p95

p96

p97

p98

p99

p100

p101

p102

p103

p104

p105

p106

p107

p108

p109

p110

p111

p112

p113

p114

p115

p116

p117

p118

p119

p120

p121

p122

p123

p124

p125

p126

p127

p128

p129

p130

p131

p132

p133

p134

p135

p136

p137

p138

p139

p140

p141

p142

p143

p144

p145

p146

p147

p148

p149

p150

p151

p152

p153

p154

p155

p156

p157

p158

p159

p160

p161

p162

p163

p164

p165

p166

p167

p168

p169

p170

p171

p172

p173

p174

p175

p176

p177

p178

p179

p180

p181

p182

p183

p184

p185

p186

p187

p188

p189

p190

p191

p192

p193

p194

p195

p196

p197

p198

p199

p200

p201

p202

p203

p204

p205

p206

p207

p208

p209

p210

p211

p212

p213

p214

p215

p216

p217

p218

p219

p220

p221

p222

p223

p224

p225

p226

p227

p228

p229

p230

p231

p232

p233

p234

p235

p236

p237

p238

p239

p240

p241

p242

p243

p244

p245

p246

p247

p248

p249

p250

p251

p252

p253

p254

p255

p256

p257

p258

p259

p260

p261

p262

p263

p264

p265

p266

p267

p268

p269

p270

p271

p272

p273

p274

p275

p276

p277

p278

p279

p280

p281

p282

p283

p284

p285

p286

p287

p288

p289

p290

p291

p292

p293

p294

p295

p296

p297

p298

p299

p300

p301

p302

p303

p304

p305

p306

p307

p308

p309

p310

p311

p312

p313

p314

p315

p316

p317

p318

p319

p320

p321

p322

p323

p324

p325

p326

p327

p328

p329

p330

p331

p332

p333

p334

p335

p336

p337

p338

p339

p340

p341

p342

p343

p344

p345

p346

p347

p348

p349

p350

p351

p352

p353

p354

p355

p356

p357

p358

p359

p360

p361

p362

p363

p364

p365

p366

p367

p368

p369

p370

p371

p372

p373

p374

p375

p376

p377

p378

p379

p380

p381

p382

p383

p384

p385

p386

p387

p388

p389

p390

p391

p392

p393

p394

p395

p396

p397

p398

p399

p400

p401

p402

p403

p404

p405

p406

p407

p408

p409

p410

p411

p412

p413

p414

p415

p416

p417

p418

p419

p420

p421

p422

p423

p424

p425

p426

p427

p428

p429

p430

p431

p432

p433

p434

p435

p436

p437

p438

p439

p440

p441

p442

p443

p444

p445

p446

p447

p448

p449

p450

p451

p452

p453

p454

p455

p456

p457

p458

p459

p460

p461

p462

p463

p464

p465

p466

p467

p468

p469

p470

p471

p472

p473

p474

p475

p476

p477

p478

p479

p480

p481

p482

p483

p484

p485

p486

p487

p488

p489

p490

p491

p492

p493

p494

p495

p496

p497

p498

p499

p500

p501

p502

p503

p504

p505

p506

p507

p508

p509

p510

p511

p512

p513

p514

p515

p516

p517

p518

p519

p520

p521

p522

p523

p524

p525

p526

p527

p528

p529

p530

p531

p532

p533

p534

p535

p536

p537

p538

p539

p540

p541

p542

p543

p544

p545

p546

p547

p548

p549

p550

p551

p552

p553

p554

p555

p556

p557

p558

p559

p560

p561

p562

p563

p564

p565

p566

p567

p568

p569

p570

p571

p572

p573

p574

p575

p576

p577

p578

p579

p580

p581

p582

p583

p584

p585

p586

p587

p588

p589

p590

p591

p592

p593

p594

p595

p596

p597

p598

p599

p600

p601

p602

p603

p604

p605

p606

p607

p608

p609

p610

p611

p612

p613

p614

p615

p616

p617

p618

p619

p620

p621

p622

p623

p624

p625

p626

p627

p628

p629

p630

p631

p632

p633

p634

p635

p636

p637

p638

p639

p640

p641

p642

p643

p644

p645

p646

p647

p648

p649

p650

p651

p652

p653

p654

p655

p656

p657

p658

p659

p660

p661

p662

p663

p664

p665

p666

p667

p668

p669

p670

p671

p672

p673

p674

p675

p676

p677

p678

p679

p680

p681

p682

p683

p684

p685

p686

p687

p688

p689

p690

p691

p692

p693

p694

p695

p696

p697

p698

p699

p700

p701

p702

p703

p704

p705

p706

p707

p708

p709

p710

p711

p712

p713

p714

p715

p716

p717

p718

p719

p720

p721

p722

p723

p724

p725

p726

p727

p728

p729

p730

p731

p732

p733

p734

p735

p736

p737

p738

p739

p740

p741

p742

p743

p744

p745

p746

p747

p748

p749

p750

p751

p752

p753

p754

p755

p756

p757

p758

p759

p760

p761

p762

p763

p764

p765

p766

p767

p768

p769

p770

p771

p772

p773

p774

p775

p776

p777

p778

p779

p780

p781

p782

p783

p784

p785

p786

p787

p788

p789

p790

p791

p792

p793

p794

p795

p796

p797

p798

p799

p800

p801

p802

p803

p804

p805

p806

p807

p808

p809

p810

p811

p812

p813

p814

p815

p816

p817

p818

p819

p820

p821

p822

p823

p824

p825

p826

p827

p828

p829

p830

p831

p832

p833

p834

p835

p836

p837

p838

p839

p840

p841

p842

p843

p844

p845

p846

p847

p848

p849

p850

p851

p852

p853

p854

p855

p856

p857

p858

p859

p860

p861

p862

p863

p864

p865

p866

p867

p868

p869

p870

p871

p872

p873

p874

p875

p876

p877

p878

p879

p880

p881

p882

p883

p884

p885

p886

p887

p888

p889

p890

p891

p892

p893

p894

p895

p896

p897

p898

p899

p900

p901

p902

p903

p904

p905

p906

p907

p908

p909

p910

p911

p912

p913

p914

p915

p916

p917

p918

p919

p920

p921

p922

p923

p924

p925

p926

p927

p928

p929

p930

p931

p932

p933

p934

p935

p936

p937

p938

p939

p940

p941

p942

p943

p944

p945

p946

p947

p948

p949

p950

p951

p952

p953

p954

p955

p956

p957

p958

p959

p960

p961

p962

p963

p964

p965

p966

p967

p968

p969

p970

p971

p972

p973

p974

p975

p976

p977

p978

p979

p980

p981

p982

p983

p984

p985

p986

p987

p988

p989

p990

p991

p992

p993

p994

p995

p996

p997

p998

p999

1000

How the deposited data were processed for this re-analysis (not part of the article)

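Lens RNA at an age of 7 days was measured by RNA sequencing in 12 libraries, 3 each from wild-type, *Trpm3*-KO, *Trpm3*-I/M and *Trpm3*-M/M mice. The paper's methods give each library as made from 4 male and 4 female lenses, which is in doubt for *Trpm3*-I/M replicate 3. Libraries were assigned to genotypes from the sample labels, which name genotype and replicate, and no library was left unassigned. The other experiments of the paper were not analysed here.

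The authors aligned and counted the reads with DRAGEN against Ensembl release 101 and deposited estimated counts per gene, not normalized and not pooled over replicates. The table holds 55774 entries for 55487 gene identifiers. Repeated entries of the 168 identifiers listed more than once held equal values and were used once. The authors also deposited a table of their edgeR comparisons, with the counts, CPM per library, log2 fold changes with a log2 mean CPM, and p-values with their adjusted values. All counts in the authors' deposited table equaled those of the full table, and the CPM there is the count scaled to the total counted on genes in that library, as computed by the authors. The authors' log2 fold changes and p-values were used only for comparison. The paper names edgeR with read depth normalization, a filter on CPM, and thresholds of FC ≥ 2 and FDR ≤ 0.05. Its statistics paragraph names a one-way ANOVA for the study in general, and its text does not name the test used within edgeR.

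The counts were expected to be whole numbers when the tests were chosen. They turned out to be estimated counts, 88.4% of them whole, and were rounded to whole numbers before any fit. Genes with CPM of at least 5 in at least 3 of the 12 libraries were kept, 8984 genes in all, out of 32253 with at least 1 count. Libraries were scaled with TMM factors (30% of the log ratios trimmed) in edgeR 4.0.16 under R 4.3.3. All 12 libraries entered one quasi-likelihood fit with genotype as the only factor, and each genotype was compared with wild-type and *Trpm3*-M/M with *Trpm3*-I/M. P-values were adjusted by the Benjamini–Hochberg method within each comparison. Standard errors of log2 fold changes were derived from the fold change and the test's F statistic. CPM values per gene use the TMM factors. A prior count of 2 was used for log2 CPM in distances, clustering and heat-map z-scores. Gene lists were tested with camera and fry in limma 3.58.1, with at least 3 tested genes per list. The alternative count test was DESeq2 1.42.0. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used besides, and figures were drawn with matplotlib 3.10.9. Coordinates are those of GRCm38 from a GENCODE annotation, matched to the files by gene identifier.

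The depth per library ran from 56162169 to 82090198 reads counted on genes. A library at 0 counts of a gene allows up to 3 counts, which covers counting error only. Where every library of the lower group held at most 3 counts, a fold change is given as a lower bound against that floor. Estimated counts of genes that share sequence with near-identical copies are uncertain, because the counting can split reads between them.

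Genes were named by a rule fixed before the data were examined: every gene the paper names for the mouse lens, the 5 largest rises and 5 largest falls past both thresholds in each comparison with wild-type with a mean CPM of at least 5 in the higher group, the 3 calcium genes with the largest rise in *Trpm3*-M/M, and *Hbb-bs*, *C1qa* and *Xist* as leading markers. Some genes that the rule names are not reported here. Genes named outside this rule are marked as chosen after their values were seen. The gene lists were also written before the data were examined. The lists for calcium handling and membrane potential follow gene families, and the lists for insulin and peptide secretion, stimulus-response transcription factors, crystallins, lens fiber, lens epithelium, photoreceptors, other neural retina, pigmented cells, ciliary non-pigmented epithelium, cornea, vascular endothelium, pericytes and fibroblasts, macrophages, red blood cells, endoplasmic reticulum stress and sex-linked genes follow general knowledge. They are not Gene Ontology categories.

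The alternatives fixed before the data were examined were library size only, TMM factors and library sizes without the crystallin genes, upper-quartile scaling, DESeq2, edgeR's exact test, glmTreat against a fold change of 2, no fold change threshold, no filter on low counts, a CPM of at least 1, only the libraries of the genotypes compared, the replicate number as a block, each library left out in turn (12 fits), other clustering methods (k-means with 50 starts among them), camera with an estimated correlation, and all tested genes for the distances. One more, library size only on the genes of the authors' deposited table, was chosen after seeing the data.

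The procedure was tested on simulated data. Of 200 genes given a known change by 2-fold, 3-fold or 4-fold, 194 passed the filter and 100% of these were recovered at an FDR of at most 0.05 alone, with 3.48% false calls, among 7937 genes tested. DESeq2 and the exact test also recovered 100%. With the fold change threshold added, 82% were recovered with 1 false call. With the crystallin genes lowered to 1 part in 2 and 8548 genes tested, TMM factors gave 8 false calls and library size only 8269 by FDR alone, and 0 and 3 with the fold change threshold added. In a simulation with 1 shifted list, 2 of the 9 list tests were called, the second for a list that shares genes with the shifted one, and all 600 of 600 genes of known pattern were clustered as simulated.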

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

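The tests on pigmented tissue, on near-identical copies, and on chromosome 19 without *Trpm3* itself were chosen only after the result was seen, as was the change of the pigmented measure from a median log2 fold change (0.13, mostly genes near the floor) to a summed CPM.

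Lists of marker and response genes were tested because the paper does not report on them as sets. Of 27 tests (9 lists in 3 genotypes, adjusted together), 12 were past an adjusted p of 0.05 with camera, all in the mutants, and all 12 held under fry, which passed 16 of the 27. With the correlation estimated from the data 0 held, and 4 had an unadjusted p under 0.05. In *Trpm3*-KO lenses none of the 9 lists passed with camera (0 of the 12), and 1 passed with fry, the lens epithelium list (adjusted p = 0.0144).

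Crystallin and lens fiber genes were lower in both mutants. The median log2 fold change of the 17 crystallin genes tested was −0.92 in *Trpm3*-M/M (camera, adjusted p = 5.88e-08, with 1 of 17 above 0) and −0.31 in *Trpm3*-I/M (adjusted p = 0.00234). That of the 27 fiber genes, 12 of which are crystallins, was −0.90 in *Trpm3*-M/M (adjusted p = 1.55e-10, with 0 of 27 above 0) and −0.29 in *Trpm3*-I/M (adjusted p = 0.000238). In *Trpm3*-KO lenses both medians were −0.04 (adjusted p = 0.537 for each). The direction was the same with library size only, at −0.41 and −0.39 in *Trpm3*-M/M against a median of all genes of 0.50. Over the alternatives the adjusted p in *Trpm3*-M/M reached 0.271 for crystallins and 0.243 for fiber genes, both with the estimated correlation. A lower share of fiber RNA against epithelial RNA would raise the epithelial genes together. Of the 21 epithelium genes tested, 9 were lower and 7 higher in *Trpm3*-M/M at an FDR of at most 0.05. Their median was 0.02 (adjusted p = 0.14), −0.07 in *Trpm3*-I/M (0.295) and −0.04 in *Trpm3*-KO (0.0885). Genes called higher rose at least 2-fold, more than this median, which argues against that share as their whole cause. TMM factors place the bulk of the genes at a ratio of 1, so a smaller shift shared by most genes would not show. Over the alternatives the epithelium median in *Trpm3*-M/M reached 0.528. Under fry the epithelium list passed as lower in all 3, with adjusted p of 0.000126, 0.017 and 0.0144. In *Trpm3*-KO the epithelium list passed without wild-type replicate 2 (−0.069, adjusted p = 0.0282) and without *Trpm3*-KO replicate 3 (−0.061, 0.0304), and with no filter on low counts (−0.044, 0.00753). A change of gene expression with genotype stays open and was not tested.

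Vessel and pericyte markers were higher in both mutants. The median log2 fold change of the 9 endothelial genes tested was 5.31 in *Trpm3*-M/M (camera, adjusted p = 5.88e-08, 9 of 9 above 0) and 3.53 in *Trpm3*-I/M (6.06e-08), and that of the 9 pericyte and fibroblast genes tested was 5.54 in *Trpm3*-M/M (1.77e-10, 9 of 9 above 0) and 0.53 in *Trpm3*-I/M (0.016). In *Trpm3*-KO the medians were 0.16 (0.765) and −0.08 (0.768). In wild-type lenses 2 genes of each list reached 5 CPM. Without *Trpm3*-M/M replicate 1, 2 or 3, 3 of the pericyte genes passed the filter and their median in *Trpm3*-M/M fell as low as 1.504 (without replicate 2), with an adjusted p of 0.0666 without replicate 3. In *Trpm3*-I/M it was then 0.409, with an adjusted p of 0.208, 0.182 or 0.239, and too few endothelial genes (2) were left to test. Over the alternatives the adjusted p of the pericyte list reached 0.117 in *Trpm3*-M/M and 0.706 in *Trpm3*-I/M, and that of the endothelial list 0.174. Summed CPM went from 16.1 in wild-type to 36.4 in *Trpm3*-I/M and 98.5 in *Trpm3*-M/M for the endothelial list, and from 90.2 to 122.5 and 477.2 for the pericyte list. The macrophage list rose from 1.03 to 21.6 CPM in *Trpm3*-M/M, with *C1qa* at least 31.5-fold higher. Retina, pigmented tissue or blood carried along at dissection were weighed as a source. The pigmented list fell from 26.0 ± 1.27 to 16.6 ± 0.564 CPM (SD, n = 3), but 1 gene with a high level in wild-type makes up most of that sum and would hide a small share of other tissue. The other retinal list stood at 68.1 and 66.4 CPM, most of it in wild-type *Prkca* (54.8 and 32.4 CPM), while 16 of its 20 genes had a higher mean in *Trpm3*-M/M. Pigmented tissue, retina and a genotype difference cannot be told apart, because 1 gene each makes up most of these sums in wild-type and the photoreceptor list rose. *Arr3* alone, from 0.0403 to 16.45 CPM, gave most of that rise, and the other photoreceptor genes went from 4.51 to 8.32 CPM. *Prkca* and *Arr3* were named after their values were seen. Photoreceptor genes in all rose from 4.55 to 24.8 CPM and red blood cell genes from 6.99 to 13.75 CPM, small beside the summed rise of 469 CPM of the vessel and pericyte lists. *Hbb-bs* rose from 2.01 ± 1.59 to 4.05 ± 0.162 CPM (SD, n = 3). That rise is under 1% of the summed rise, a limit set after the value was known. Whether the RNA of these lists came from vessels that remained on the mutant lenses, from other vessels carried along or from lens cells was not tested. The pericyte list also holds fibroblast genes, and the paper's introduction reports pro-fibrotic immune responses with this mutation. By the paper's account, the embryonic vessels of the lens had mostly been resorbed at P7. A genotype difference stays open.

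The ciliary non-pigmented epithelium list rose in summed CPM from 87.3 in wild-type to 319 in *Trpm3*-M/M (75.8 in *Trpm3*-I/M), nearly all of the rise in *Car2*, named after its values were seen, from 4.51 to 225.7 CPM. Of the 10 listed genes, 3 were tested, with a median log2 fold change of 0.33 in *Trpm3*-M/M (camera, adjusted p = 0.0795, and from 0.000518 to 0.384 over the alternatives). Without *Trpm3*-M/M replicate 1, 2 or 3 the adjusted p was 0.000518, 0.0358 or 0.0357. No explanation was tested for it.

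Stimulus-response transcription factors, among them the AP-1 and EGR families, were higher in *Trpm3*-M/M, and in *Trpm3*-I/M the list ranked higher with 3 genes called higher and 1 lower. Their median log2 fold change was 2.03 in *Trpm3*-M/M (camera, adjusted p = 6.21e-07, 11 of 12 genes above 0), 0.12 in *Trpm3*-I/M (0.0132, 7 of 12 above 0) and −0.04 in *Trpm3*-KO (0.768). Without *Trpm3*-M/M replicate 2, 6 of the 12 genes passed the filter and the median in *Trpm3*-M/M was 0.458. Over the alternatives the adjusted p reached 0.11 in *Trpm3*-M/M and 0.243 in *Trpm3*-I/M. Endoplasmic reticulum stress genes had a median of 0.76 in *Trpm3*-M/M (adjusted p = 0.00042, 10 of 11 above 0), 0.35 in *Trpm3*-I/M (0.00808, 9 of 11 above 0) and 0.03 in *Trpm3*-KO (0.966), with adjusted p reaching 0.243 and 0.311 in the mutants over the alternatives. Handling of the lenses and RNA of other cells were not tested for either list, and a genotype difference stays open.

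Pseudogenes made up 27.5% of the genes changed in *Trpm3*-KO lenses, 14 of 51, against 212 of the 8984 tested (2.36%; two-sided Fisher's exact test, p = 6.47e-12). They made up 0.995% of the genes changed in *Trpm3*-M/M and 1% of those in *Trpm3*-I/M. Reads moving between a gene and its near-identical copies may be part of this. The summed CPM of the 8 genes of the *Rpl15* family went from 276.1 ± 20.1 to 349.9 ± 8.61 (SD, n = 3) in *Trpm3*-KO while the parent gene went from 241.1 to 201.3, and that of the 13 genes of the *Rpsa* family went from 927.1 ± 66.5 to 750.9 ± 26.4 (SD, n = 3) while the parent gene went from 469.1 to 728.1. The sums changed along with the copies, so movement of reads and a change of the copies cannot be told apart, because the counts do not show which copy a read came from.

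For the genes changed in *Trpm3*-KO, sequence flanking the targeted allele was weighed as well. Counting *Trpm3*, 5 of 51 changed genes lay on chromosome 19 against 333 of 8974 tested genes with a location (9.8% against 3.71%; two-sided Fisher's exact test, p = 0.0398). The other 46 lay on other chromosomes, which argues against the flanking sequence as the whole cause. Their position does not tie the 46 to the loss of *Trpm3*, since strain differences outside the flanking sequence were not tested. Without *Trpm3*, which is the targeted gene, 4 of 50 lay on chromosome 19 (8%, two-sided Fisher's exact test, p = 0.113), namely *Prune2*, *Gldc*, *Ide* and *Sorcs1*, named after their values were seen. For these 4, flanking sequence and an effect of the loss of *Trpm3* cannot be told apart, since the counts carry no strain variants.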

How the results depend on the processing

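All alternatives below except library size only on the genes of the authors' deposited table, which was chosen after seeing the data, were fixed before the data were examined. The cause of a change was not tested unless one is named. Values of lists are median log2 fold changes and values of genes are log2 fold changes. A list is said to turn where the direction of camera's test changed, whether or not its median changed sign.

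With library size only, genes higher and lower in *Trpm3*-M/M than wild-type numbered 1277 and 77, genes lower in *Trpm3*-I/M 44, genes higher and lower in *Trpm3*-M/M than *Trpm3*-I/M 533 and 31, genes changed in any genotype 1405 (1302 higher, 119 lower), genes changed in a mutant 1375 and Cluster 1 1301. Here the cause is the shift of the median of all genes. In *Trpm3*-KO *Pax6* turned to 0.044 and *Bfsp1* to 0.013, the membrane potential list (0.07) and the pericyte list (−0.037) turned in rank with the sign of the median kept, and *Xist* in *Trpm3*-M/M turned to 0.235. Of the other results, 3 were weaker, 3 stronger and 2 moved.

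With TMM factors computed without crystallin genes, Cluster 1 held 316 genes and the male-specific list in *Trpm3*-I/M was ranked the other way, at 0.138. That list, with 3 tested genes around 0, also turned with upper-quartile scaling (0.135), DESeq2 (0.142), the exact test (0.145), no filter (0.22), CPM of at least 1 (0.194) and only the 2 genotypes compared (0.136). *Trpv4* in *Trpm3*-KO, at 0.00, turned to −0.002 with upper quartile, −0.001 with DESeq2 and −0.003 without a filter. With DESeq2 and the exact test no count of changed genes moved by more than 1.5 times.

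With glmTreat, which tests against a fold change of 2, genes lower in *Trpm3*-M/M numbered 130, higher and lower in *Trpm3*-I/M 146 and 31, higher and lower in *Trpm3*-KO 7 and 12 (19 in all), lower in *Trpm3*-M/M than *Trpm3*-I/M 30, changed in both mutants 166, lower in any genotype 147, and Cluster 1 313. Without a fold change threshold, the numbers were 2820 and 2817 in *Trpm3*-M/M, 1552 and 1377 in *Trpm3*-I/M, 194 and 198 in *Trpm3*-KO (392 in all), 2300 and 2308 between the mutants, 6150 in any genotype (3189 higher, 3158 lower), 2415 in both mutants, 6061 in a mutant and 2988 in Cluster 1. Neither setting gives list values.

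With no filter on low counts, 32253 genes were tested and the numbers were 2543 and 912 in *Trpm3*-M/M, 856 and 359 in *Trpm3*-I/M, 151 and 192 in *Trpm3*-KO (343 in all), 1873 and 462 between the mutants, 3886 in any genotype (2734 higher, 1215 lower), 969 in both mutants, 3684 in a mutant and 2513 in Cluster 1. More genes were tested here, and p-values of this setting can be too small, as those of *Xist* show. The membrane potential list fell short at 0.539 in *Trpm3*-M/M (adjusted p = 0.0992, 0.00155 to 0.229 over its alternatives) and 0.022 in *Trpm3*-I/M (0.714), and turned in *Trpm3*-KO to −0.033. The insulin list turned in *Trpm3*-M/M to 0.152, and 19 marker list tests passed. With CPM of at least 1 the numbers were 1224 and 410, 505 and 158, 46 and 57 (103 in all), 821 and 188 between the mutants, 1779 in any genotype (1287 higher, 523 lower), 571 in both mutants, 1715 in a mutant and 1257 in Cluster 1, and the membrane potential list in *Trpm3*-KO turned to −0.04.

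With only the 2 genotypes compared, that list in *Trpm3*-KO was at 0.024, ranked the other way. With k-means, Cluster 1 held 342 genes. With the estimated correlation, the calcium list fell short in *Trpm3*-M/M (0.252) and *Trpm3*-I/M (0.088), with adjusted p of 0.0875 and 0.112, and 0 of the 27 marker list tests passed. On the genes of the authors' deposited table with library size only, the numbers were 1107 and 82 in *Trpm3*-M/M, 33 lower in *Trpm3*-M/M than *Trpm3*-I/M, 1127 higher and 127 lower in any genotype, and 1107 in Cluster 1. The membrane potential list was at 0.563 in *Trpm3*-M/M (adjusted p = 0.229) and 0.074 in *Trpm3*-KO, the insulin list at 0.343 (adjusted p = 0.0272, 0.0272 to 0.714 over its alternatives), *Pax6* and *Bfsp1* in *Trpm3*-KO at 0.044 and 0.013, *Xist* in *Trpm3*-M/M at 0.235 and the pericyte list in *Trpm3*-I/M at 0.195. Of the lists, the membrane potential list in *Trpm3*-KO and the pericyte list in *Trpm3*-I/M turned in rank with the sign of the median kept.

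Leaving out each library in turn (12 fits) gave genes higher in *Trpm3*-M/M from 326 to 589, in *Trpm3*-I/M from 135 to 241, in *Trpm3*-KO from 12 to 24, in *Trpm3*-M/M over *Trpm3*-I/M from 106 to 335, changed in both mutants from 168 to 274, higher in any genotype from 351 to 623, changed in a mutant from 549 to 863 and Cluster 1 from 327 to 606. The lowest counts follow from genes no longer reaching the filter in 3 libraries. The membrane potential list ranged from −0.05 to 0.159 in *Trpm3*-M/M and −0.027 to 0.054 in *Trpm3*-KO. In *Trpm3*-KO, *Trpv4* ranged from −0.093 to 0.095, *Bfsp1* from −0.083 to 0.009, *Mapk3* from −0.027 to 0.046, *Pax6* from −0.038 to 0.043, crystallins from −0.07 to 0.011, fiber genes from −0.083 to 0.009, stress genes from 0.023 to 0.051, male-specific genes from −0.249 to 0.124, transcription factors from −0.064 to 0.012 and endothelial genes from 0.092 to 0.617 (9 fits). *Xist* in *Trpm3*-M/M ranged from −0.672 to 0.167 and male-specific genes in *Trpm3*-I/M from −0.346 to 0.42. Of 1113 values of named genes, marker lists and Clusters 2 and 3 in these fits, 1068 stayed the same, 7 were weaker and 5 stronger.

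The replicate numbers do not mark paired samples: deviations from the group means correlated at a mean of −0.047 between same-numbered libraries (−0.264 to 0.149, with 2 of 18 over 0.1). With the replicate block, *Trpm3*-M/M had 579 higher and 227 lower genes, *Trpm3*-I/M 234 and 66, *Trpm3*-KO 21 and 30, and the membrane potential list in *Trpm3*-KO was at 0.021, ranked the other way. The replicate block changed no other call among the results reported.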

Differences from the paper's values

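No test here was chosen only after the result was seen, but library size only on the genes of the authors' deposited table was added after seeing the values.

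The paper reports 1131 upregulated genes across genotypes, against 603 here. Of 23 alternatives set before the data were examined, library size only (1302) and CPM of at least 1 (1287) came within 1.5 times of the paper's count and the others did not. Library size only on the authors' genes, chosen after seeing the values, gave 1127. The paper reports 129 downregulated genes, against 276 here. Library size only (119) and glmTreat (147) closed that gap, and the added setting gave 127. Library size only thus closed both gaps, whereas CPM of at least 1 gave 523 lower genes. The authors' deposited table holds 1129 higher and 129 lower genes across genotypes. Its log2 fold changes in *Trpm3*-M/M for *Atp2b1* (2.56) and *Trpm3* (1.33) equal those found here with library size only.

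The paper's Cluster 1 holds 951 genes, against 546 here. Library size only (1301), CPM of at least 1 (1257) and the added setting, chosen after seeing the values (1107), came within 1.5 times of it. The paper's Cluster 2 holds 191 genes, against 69 here. Of 25 alternatives set before the data were examined, 5 came within 1.5 times: glmTreat (169), no filter (286), k-means (271), and leaving out wild-type replicate 1 (144) or wild-type replicate 3 (249). With 4 of them (library size only, no fold change threshold, correlation distance and leaving out *Trpm3*-I/M replicate 2) there was no second group of higher genes. The paper's Cluster 3 holds 107 genes, against 251 here. Of the same 25, library size only (93) and glmTreat (140) did, and the added setting, chosen after seeing the values, gave 105.

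The paper gives *Atp2b1* among the most upregulated calcium genes at a fold change of more than 5, and here it was 4.14-fold higher. Its log2 fold change was 2.56 with library size only. The paper states that *Trpv4* and *Trpm1* were upregulated about 2.4-fold in *Trpm3*-M/M lenses. Here both were higher, but neither was past the fold change threshold of 2 (1.67 and 1.68-fold), whereas both were past it with library size only (log2 fold changes of 1.25 and 1.26) and with the added setting, and both were past the FDR with no fold change threshold. *Trpv4* was higher in *Trpm3*-I/M than in *Trpm3*-M/M lenses here (7.12 ± 0.948 against 5.09 ± 0.218 CPM; SD, n = 3).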

Other observations

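The tests on divisions of the 12 libraries, library sizes without crystallins, depth, length and GC content, vessel position, the photoreceptor sum and *Xist* were chosen only after the result was seen, as was the sum of Y-linked genes as a covariate.

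More genes were higher than lower in *Trpm3*-M/M lenses. Composition of the libraries was tested by 5 scalings: TMM, TMM without crystallin genes, upper quartile, DESeq2 and library size only. Over these scalings the median of all genes, as a log2 fold change, ran from −0.016 with upper quartile to 0.504 with library size only, and under all 5 the ratio of higher to lower genes was at least 2.44 (upper quartile; 16.6 with library size only), which argues against composition as the whole cause of the excess. TMM factors computed without the crystallin genes moved almost nothing (a ratio of 2.53, with 804 of 804 calls shared), so they decide nothing here. Taking out the trend with exonic length in 20 bins left a ratio of 2.63 (586 higher, 223 lower), and taking out the trend with GC content left 2.6 (583 higher, 224 lower), with a value for 99.9% of tested genes. Thinning every library to the smallest total left 806 changed genes in *Trpm3*-M/M (582 higher, 224 lower), which argues against depth. The excess was smaller with 1 *Trpm3*-M/M library left out, at ratios of 1.38, 1.62 and 1.72 without replicate 1, 2 and 3. The median log2 fold change of all genes with library size only, 0.504, fell to 0.119 once library sizes left out the crystallin genes, which suggests that their smaller share in *Trpm3*-M/M libraries gives most of that shift. The scaling choice cannot settle absolute amounts of RNA, and a genotype difference stays open.

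Each comparison was set against the other splits of its 6 libraries. Only the real split gave as many changed genes, 1 of the 10 splits for each of *Trpm3*-M/M (805 genes in that fit), *Trpm3*-I/M (299) and *Trpm3*-KO (52), and the largest other split gave 0 genes at these thresholds. A share under 0.1 is not possible with 10 splits, so for each comparison on its own chance cannot be told apart by this count. For the 4 genotypes together, the mean distance within groups was 0.72 for the genotypes, and 1 of the 15400 divisions of the 12 libraries into 4 groups of 3, the real one, was as small (smallest other 0.901, median 2.17), which argues against chance. Of the tested genes, 65.2% had no overlap of replicates between *Trpm3*-M/M and wild-type, 44.6% for *Trpm3*-I/M and 23.2% for *Trpm3*-KO, against 10% by chance for a single gene.

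For the higher calcium-related genes in *Trpm3*-M/M lenses, adherent retina was weighed as a source. The prediction written before was that photoreceptor, pigmented, vessel, immune and blood markers would all rise together, and all of these but the pigmented list did rise, the photoreceptor list mostly by *Arr3*. The summed CPM of the photoreceptor list was 24.8 in *Trpm3*-M/M against 4.55 in wild-type, beside a summed rise of 679 CPM of the calcium genes called higher. The measure was chosen after the values were known, and a contribution of retina and a genotype difference cannot be told apart by it, because the photoreceptor list rose while the pigmented list fell. Vessel and pericyte RNA may contribute. The position of *Trpm3*-I/M between wild-type and *Trpm3*-M/M was compared for 13 calcium genes (the 12 called higher and *Atp1b1*) and 16 vessel and pericyte markers called higher in *Trpm3*-M/M, a restriction made after a first version of the test could not be used. Of the 13, 0 lay outside the range of the markers, from −0.11 to 1.1, whose upper end is *Tek* alone. Besides *Tek*, the 15 markers reached 0.273, and 7 of the 13 calcium genes lay above that, from 0.375 to 0.671. The calcium genes and the vessel markers cannot be told apart by this test because *Tek* keeps it open. Macrophage, photoreceptor and other retinal genes had a median log2 fold change without a filter of 4.81, 1.67 and 1.58 in *Trpm3*-M/M, and red blood cell genes 1.01.

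*Xist* had 5 counts (0.0721 CPM) in *Trpm3*-I/M replicate 3, whereas the other 11 libraries had from 2182 to 16856 counts. The summed CPM of the Y-linked genes was highest in that library, at 62.8, with 46.3 next and 19.4 the lowest. Male lenses only in that pool would give both values, although the paper's methods describe pools of both sexes. *Xist* was not past the FDR in any comparison with the filter used here (lowest adjusted p = 0.424 from edgeR's quasi-likelihood test). With no filter on low counts it was past it in all 3 (adjusted p of 0.000127, 1.21e-63 and 8.98e-17 in *Trpm3*-M/M, *Trpm3*-I/M and *Trpm3*-KO from the same edgeR test). In *Trpm3*-M/M it lay from 92.1 to 156 CPM, within the wild-type range of 45.8 to 210 CPM, so p-values with no filter can be too small. The Y-linked genes were not past the FDR (lowest adjusted p = 0.358), and their median log2 fold change was −0.14, 0.14 and −0.13 in *Trpm3*-M/M, *Trpm3*-I/M and *Trpm3*-KO. With the Y-linked sum as a covariate, 805, 298 and 51 genes were changed, 794, 298 and 50 of them called without it. This argues against the sex of the pools as the whole cause of the changed genes. Without *Trpm3*-I/M replicate 3, *Trpm3*-I/M had 307 changed genes, 290 of them among the 299.

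Some of the genes the paper names for lens proteins and signaling also changed. *Bfsp1* fell by 1.32 on the log2 scale in *Trpm3*-M/M (adjusted p = 2.24e-07 from edgeR's quasi-likelihood test), *Bfsp2* by 0.91 and *Pax6* by 0.62, and *Mapk3* rose by 0.21. *Mir204* and *Mir211* were listed at 0 in every library. The paper's in situ hybridization found strong signal for these microRNAs in the neonatal lens epithelium, with a probe that may not tell them apart. The 0 values are therefore not read as absence of expression, and no change with genotype could be tested for these microRNAs.

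*Serpina3h* was at 0.0375 CPM in *Trpm3*-M/M replicate 1 and at 12.6 and 14.3 CPM in the other 2, and at 0 in all *Trpm3*-KO libraries. It is one of a family of similar genes, so the value is uncertain. No explanation was tested.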
